# C/EBPα Activates Pre-existing and De Novo Macrophage Enhancers during Induced Pre-B Cell Transdifferentiation and Myelopoiesis

**DOI:** 10.1016/j.stemcr.2015.06.007

**Published:** 2015-07-30

**Authors:** Chris van Oevelen, Samuel Collombet, Guillermo Vicent, Maarten Hoogenkamp, Cyrille Lepoivre, Aimee Badeaux, Lars Bussmann, Jose Luis Sardina, Denis Thieffry, Miguel Beato, Yang Shi, Constanze Bonifer, Thomas Graf

## Abstract

Transcription-factor-induced somatic cell conversions are highly relevant for both basic and clinical research yet their mechanism is not fully understood and it is unclear whether they reflect normal differentiation processes. Here we show that during pre-B-cell-to-macrophage transdifferentiation, C/EBPα binds to two types of myeloid enhancers in B cells: pre-existing enhancers that are bound by PU.1, providing a platform for incoming C/EBPα; and de novo enhancers that are targeted by C/EBPα, acting as a pioneer factor for subsequent binding by PU.1. The order of factor binding dictates the upregulation kinetics of nearby genes. Pre-existing enhancers are broadly active throughout the hematopoietic lineage tree, including B cells. In contrast, de novo enhancers are silent in most cell types except in myeloid cells where they become activated by C/EBP factors. Our data suggest that C/EBPα recapitulates physiological developmental processes by short-circuiting two macrophage enhancer pathways in pre-B cells.

## Highlights

• C/EBPα activates two classes of prospective myeloid enhancers in B cells
• Pre-existing enhancers are bound by PU.1 and become hyper-activated by C/EBPα
• C/EBPα acts as a pioneer factor with delayed kinetics on de novo enhancers
• The two types of enhancers direct myeloid cell fate in B cells and hematopoiesis

## Introduction

The discovery that transcription factors (TFs) can convert somatic cells into both specialized and induced pluripotent stem cells (iPSCs) has revolutionized stem cell research and promises to have major clinical applications (Graf and Enver, 2009; Yamanaka and Blau, 2010). Lineage-instructive TFs activate and repress tissue-specific genes by recognizing sequence-specific DNA consensus motifs contained within enhancers and promoters (Ptashne, 2007). They establish gene regulatory networks (GRNs) of the novel gene expression program while dismantling those of the old program, involving the formation of feedforward, cross-inhibitory, and auto-regulatory loops (Bertrand and Hobert, 2010; Davidson, 2010; Graf and Enver, 2009; Holmberg and Perlmann, 2012). However, how these processes are coordinated and whether they recapitulate normal development remain unclear (Vierbuchen and Wernig, 2011), especially as neither TF-induced lineage conversions nor iPSC reprogramming appear to retrace normal developmental pathways (Apostolou and Hochedlinger, 2013; Di Tullio et al., 2011; Ladewig et al., 2013; Vierbuchen and Wernig, 2011).

Lineage-instructive TFs act through synergistic and cross-antagonistic interactions, are typically able to access closed chromatin (Zaret and Carroll, 2011), preferentially target sites with specific histone mark combinations, and bind to either nucleosome-depleted or nucleosome-dense regions (Soufi et al., 2012; Taberlay et al., 2011; Wapinski et al., 2013). However, what establishes these chromatin configurations in the first place and what proportion of the incoming reprogramming factors interacts with pre-existing TF complexes are largely unknown. A major reason for these gaps in our knowledge is that cell conversion frequencies in most cell systems are low, complicating efforts to study early events in a time-resolved fashion.

An exception is the transdifferentiation of pre-B/B cells into macrophages induced by the leucine zipper-type TF C/EBPα, which is arguably the most efficient and rapid system described so far (Bussmann et al., 2009; Di Tullio and Graf, 2012; Xie et al., 2004). C/EBPβ, like C/EBPα, can likewise induce B cell transdifferentiation into macrophages (Bussmann et al., 2009; Xie et al., 2004), but the two factors also have non-redundant functions. Mice ablated for C/EBPα die shortly after birth because they lack granulocyte/macrophage progenitors (GMPs, precursors of neutrophil granulocytes and macrophages, two closely related myeloid cell types) as well as granulocytes, while C/EBPβ-knockout animals are fully viable but contain macrophages and B cells with functional defects (Chen et al., 1997; Tanaka et al., 1995). C/EBPα cooperates with PU.1 (Spi1) to regulate myeloid gene expression (Friedman, 2007), the two factors interact physically (Reddy et al., 2002), and a combination of C/EBPα and PU.1 converts fibroblast into macrophage-like cells (Feng et al., 2008). The *Pu.1* gene encodes an Ets family TF specifically expressed in the early stages of hematopoiesis and its knockout generates mice that lack both myeloid and lymphoid cells (Scott et al., 1994). Low-level expression of PU.1 in hematopoietic precursors induces B cell differentiation, whereas high levels favor myeloid differentiation (DeKoter and Singh, 2000).

Here we have analyzed, in a time-resolved manner, how C/EBPα establishes a myeloid expression program in pre-B cells, and we found that it binds to both pre-existing enhancers occupied by PU.1 and de novo enhancers where it acts as a pioneer factor. Strikingly, the combined activation of these enhancer types, regulating the expression of nearby macrophage genes, recapitulates the activation of myeloid enhancers and associated genes during normal hematopoiesis.

## Results

### C/EBPα Induces High-Level Expression of *Pu.1* and *Cebpb*

To study how C/EBPα induces transdifferentiation, we used two pre-B cell lines that express an inducible C/EBPαER fusion protein tagged with either human CD4 (hCD4; C11 cells) or GFP (C10 cells). In both lines, treatment with 17 beta-estradiol (β-Est) shuttles C/EBPαER into the nucleus and induces the formation of macrophage-like cells within 2 to 3 days (Bussmann et al., 2009). Importantly, C/EBPα mRNA levels in C10 cells at 0 hr post-induction (hpi) or 24 hpi did not exceed C/EBPα levels observed in primary macrophages (MΦ) (Figure S1A). To monitor two important myeloid regulators known to cooperate with C/EBPα, we tested the expression levels of *Cebpb* and *Pu.1*. These genes were expressed at low to intermediate levels in pre-B cells (Figure S1B) and became upregulated within 3–12 hpi (Figure 1A). As C10 cells become transgene independent 24 hpi (Bussmann et al., 2009), i.e., before the expression of endogenous C/EBPα (Figure 1A), we determined whether the rapid activation of C/EBPβ and PU.1 is necessary for transdifferentiation. We generated C11 cells stably expressing a short hairpin RNA (shRNA) against C/EBPβ, PU.1, or both. Cells were induced with β-Est and analyzed by fluorescence-activated cell sorting (FACS) for the presence of Cd19 and Mac-1 (CD11b) at different days thereafter. At 3 days post-induction (dpi), the knockdown of C/EBPβ and of PU.1 resulted in a 35% and 50% reduction in the formation of Mac-1^+^Cd19^−^ cells, respectively, while deleting both factors further enhanced the effect. At 7 dpi, Mac-1 expression in shC/EBPβ cells caught up with wild-type levels, whereas cells expressing shPU.1 exhibited extensive cell death (Figures 1B and S1C). These data show that C/EBPα rapidly upregulates *Pu.1* and *Cebpb,* that PU.1 is necessary to establish the myeloid GRN, and that C/EBPβ plays a more minor role.

### A Limited Set of Sites Stably Bound by C/EBPα Correlates with the Upregulation of Macrophage Genes

To explore the mechanism by which C/EBPα turns on the myeloid program in pre-B cells, we treated C10 cells for different times with β-Est and performed chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) experiments, using antibodies to C/EBPα, C/EBPβ, and PU.1 (Table S1 gives a summary of ChIP-seq results and peak calling). 

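The time course comprised 18 ChIP-seq libraries from the pre-B cell line C10, in which β-Est moves a C/EBPα-estrogen receptor fusion into the nucleus. There was 1 library per factor and time point. For PU.1 at 0 hpi, Table S1 names the reads given to HOMER as merged without saying from what, and the deposited reads were taken as 1 library. C/EBPα was profiled in 8 libraries (0 hpi, 10, 30 and 60 min, 3, 12, 24 and 48 hpi), and C/EBPβ and PU.1 in 5 each (0, 3, 12, 24 and 48 hpi). Because no time point had a replicate library, libraries were compared by their values, without tests between them. The 95% intervals given for read counts (exact Poisson) and for shares (exact Clopper-Pearson) cover counting error only.
The authors aligned the reads to mm9 with ELAND or Bowtie without mismatches, kept uniquely aligned reads, and deposited the position and strand of every read, with no normalization. Reads were 36 bases long for PU.1 and 40 bases for C/EBPβ. Those for C/EBPα were 36 bases long except at 10, 30 and 60 min, when they were 50 bases long and came from a HiSeq2000 instead of a GA IIx, so that at these time points the effects of time and of the sequencer cannot be told apart. With 1 read kept per position and strand, the C/EBPα libraries held between 5970869 and 24917810 reads (median 9999081), the C/EBPβ libraries between 2903580 and 5844202 (median 4283178), and the PU.1 libraries between 6575348 and 11349746 (median 10465876). All main values use these reads. The reads as deposited, duplicates and unplaced contigs included, were compared with the tags that the paper lists per library in Table S1. They amounted to 91.4% to 100% of these tags for C/EBPα, 75.4% to 93.1% for C/EBPβ, and 83.0% to 99.3% for PU.1.
Enriched regions were called anew by the rules of HOMER, which the paper used. Each library kept the tag threshold of Table S1 (6 to 12 reads) and a window recovered from that table (56 to 242 bp). A region needed at least 4 times the read density of the surrounding 10 kb and a local Poisson p of at most 0.0001, and maxima lay at least 2 windows apart. In the C/EBPα libraries, 2320, 10925, 19062, 29144, 24467, 13960, 10386 and 8753 regions were called in the order of the time points. For C/EBPβ the numbers were 651, 6811, 2201, 6306 and 14783, and for PU.1 they were 33557, 39976, 71867, 54625 and 49793. Over the 18 libraries, the alternative with the widest effect was a tag threshold 1.5 times higher, which left between 0.351 and 0.687 times as many regions.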

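Regions of the 8 C/EBPα libraries that overlapped by at least 1 bp were merged, and those called at 48 hpi were taken as stable, as in the paper's supplement. The 8 libraries gave 47857 non-redundant regions. At 48 hpi 8753 regions were called, which fell into 8723 of the merged regions, and the other 39134 (81.8%) were not called at 48 hpi. A total of 21830 regions (45.6%) were called at a single time point and 795 (1.66%) at all 8. First calls were most frequent at 60 min, with 11983 regions (25.0%), and last calls before 48 hpi at 3 hpi, with 13729 regions (28.7%). Both of these libraries were deeper than the one of 48 hpi. With the tag threshold 1.5 times higher, 25949 non-redundant and 4789 stable regions remained, and 81.6% of the merged regions were not called at 48 hpi. When all 8 libraries were thinned to the number of reads of the smallest, this share fell to 77.8%. With 1 window of 200 bp in all libraries it was 78.5%, and the other alternatives gave 81.5% to 82.0%. When stable regions also had to be called at 3, 12 and 24 hpi, their number was 4679.

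**Figure D1:**
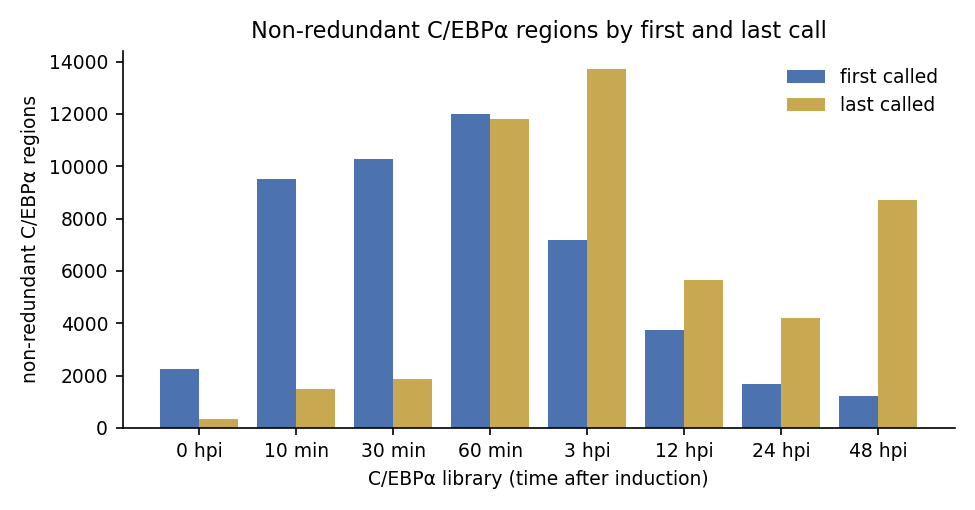
Non-redundant C/EBPα regions (vertical axis, number) by the library in which each was first called (blue) and last called (yellow). First calls peak at 60 min, with 11983 regions, and last calls at 3 hpi, with 13729.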

A total of 54,198 non-redundant C/EBPα-enriched regions could be detected during the time course of which 10,849 sites were stably bound (i.e., up to 48 hpi, Table S2), whereas the remaining sites were transiently bound. Genes nearest stable binding sites, but not transient sites, were enriched for upregulated genes (Figure S1D). In addition, using a sliding-window approach, we observed that 70% of upregulated genes were localized within 100 kb of a stable C/EBPα-binding site, whereas no such enrichment was seen for downregulated genes (Figure 1C). Motif analysis of the stable sites in 48-hpi cells (hereafter referred to as induced macrophages or iMΦ) showed strong enrichment for consensus motifs of C/EBP and PU.1. 

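Consensus sequences were searched on both strands within 75 bp of the centres of the stable regions and of random positions with the same GC content. The C/EBP consensus TTGCNNAA was present in 34.0% of the stable regions (95% interval 33.0% to 35.0%) and in 5.31% of the matched positions (4.85% to 5.80%), 6.40 times as often. The PU.1 consensus GAGGAAGT was found in 8.08% (7.51% to 8.67%) against 1.18% (0.961% to 1.43%), 6.86 times as often. Stable regions with PU.1 within 1000 bp at 0 hpi contained the C/EBP consensus in 26.4% and the PU.1 consensus in 13.0% of cases. In the other stable regions these shares were 39.6% and 4.46%. Among the 2000 stable regions with the most reads, 51.5% had the C/EBP consensus.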

The same sites also were enriched for AP-1 (Jun and Fos) and RUNX motifs, as previously reported (Figure 1D; Heinz et al., 2010) and more weakly enriched for EBF1 (Figure 1D; also see Figure 3). 

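The AP-1 consensus TGASTCA occurred in 10.5% of the stable regions (9.84% to 11.1%) and in 2.39% of the positions of the same GC content (2.08% to 2.73%), a ratio of 4.39. For the RUNX consensus TGTGGTT the shares were 8.16% (7.59% to 8.75%) and 3.15% (2.80% to 3.54%), a ratio of 2.59. The EBF1 consensus TCCCNNGGG was present in 3.54% (3.16% to 3.95%) and 3.06% (2.71% to 3.44%), a ratio of 1.16 with overlapping intervals. By ratio the order was PU.1, C/EBP, AP-1, RUNX and EBF1. The EBF1 consensus was more frequent in C/EBPα regions called earlier, at 7.16% at 0 hpi, 8.97% at 10 min and 7.00% at 3 hpi.

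**Figure D2:**
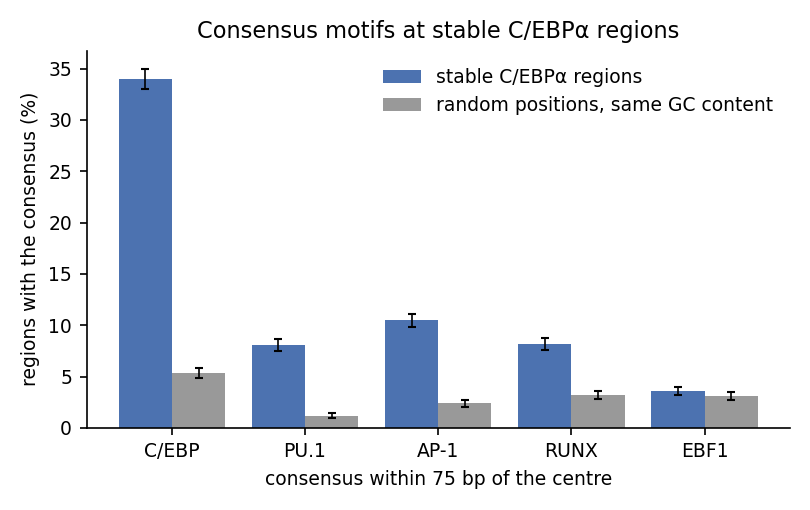
Share of the stable C/EBPα regions (blue) and of random positions with the same GC content (grey) that hold each consensus within 75 bp of the centre (vertical axis, percent), with exact 95% binomial intervals. The C/EBP consensus reaches 34.0% against 5.31%, and the bars for EBF1 stand at 3.54% and 3.06%.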

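Co-occupancy was scored when a region of another factor lay within 1000 bp of the C/EBPα region, the distance of the paper's supplement. Of the stable regions, 6665 (76.1%, 95% interval 75.2% to 77.0%) had a C/EBPβ region at 48 hpi, 6151 (70.3%, 69.3% to 71.2%) a PU.1 region, 4847 (55.4%, 54.3% to 56.4%) both, and 784 (8.96%) neither. A PU.1 region at 0 hpi was present at 3708 stable regions (42.4%, 41.3% to 43.4%), and at 2665 of the 4847 regions with both factors (55.0%, 53.6% to 56.4%). Of the 3708 regions, 3536 (95.4%) also had a PU.1 region at 48 hpi. At the 2665 regions, PU.1 coverage at the centre, scaled to 10000000 reads, was higher at 48 than at 0 hpi in 65.1% of cases (63.2% to 66.9%), and at all 3708 regions in 59.8% (58.2% to 61.4%). The log2 ratio of the mean coverage at 48 over 0 hpi at the latter was 0.14. When a 1-bp overlap was required, 40.6% of stable regions had both factors and 29.4% had PU.1 at 0 hpi. The share with C/EBPβ ranged from 67.9% with thinned libraries to 82.1% with the tag threshold 1.5 times higher.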

The majority of stable C/EBPα sites were co-occupied by C/EBPβ and PU.1 in iMΦ, and ∼40% of these were pre-bound by PU.1 in pre-B cells, however, showing lower intensity signals (Figure 1E). Low-intensity signals in pre-B cells also were detectable for C/EBPβ, reflecting its low-level expression, as well as for C/EBPα (Figure S1E), suggesting some leakiness of the transgene.

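Coverage was that of reads extended to 150 bp at the centre of the stable regions, per 10000000 reads. Mean C/EBPα coverage at 0 hpi was 5.31, compared with 24.1 at 48 hpi, and exceeded the mean 5 kb away by a factor of 5.37. For C/EBPβ the mean was 4.98 at 0 hpi and 37.6 at 48 hpi, and the factor over the surroundings at 0 hpi was 4.61. The rise from 0 to 48 hpi amounted to 2.18 on the log2 scale for C/EBPα and 2.92 for C/EBPβ. C/EBPα coverage was higher at 48 than at 0 hpi in 96.3% of the regions (95.9% to 96.7%), and that of C/EBPβ in 90.2% (89.5% to 90.8%). Because the regions were called in the C/EBPα library of 48 hpi, their choice favours higher C/EBPα values at 48 hpi. How much of the rise of C/EBPα comes from this choice was not measured. Of the 2320 C/EBPα regions called at 0 hpi, 40.8% (38.8% to 42.8%) contained the C/EBP consensus. The largest change came from counting reads within 200 bp in place of coverage, which gave log2 ratios of 1.92 and 2.62.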

A total of 10,849 C/EBPα sites were detected in iMΦ and 62,814 in bone-marrow-derived macrophages (MΦ) (Zhang et al., 2013), showing 9,288 common sites (Figure 1F). The larger number of sites in MΦ compared to iMΦ cannot be explained by a higher sequencing depth (Table S1). However, these differences became smaller when the numbers of associated genes were compared as follows: C/EBPα sites combined with 5,849 and 14,078 genes in iMΦ and MΦ, respectively, and shared 5,252 genes (Figure S1F). 

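The iMΦ library held 7956987 reads here. For the primary MΦ library, which was not analysed here, the paper's Table S1 lists 6306103 tags. When the iMΦ library was thinned at random to that number, 6452 regions were called with the window (124 bp) and the threshold (8 reads) of the iMΦ library. With the window (179 bp) and threshold (7 reads) that belong to the MΦ library in Table S1, the thinned library gave 10538 regions. The paper's number for MΦ is 62814.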

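The stable regions had 4986 different nearest protein-coding genes, taken by the distance from the centre to the closest TSS in GENCODE vM1. The median distance to that TSS was 11515 bp. With the tag threshold 1.5 times higher, an alternative for this result chosen after the values were seen, the number of genes was 3128. The genes of MΦ were not analysed here.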

The shared gene set was enriched for genes that became upregulated during transdifferentiation of primary B cells into macrophages (Di Tullio et al., 2011), whereas the gene set unique for MΦ (8,826) was actually depleted (Figure S1G). In addition, shared upregulated genes were enriched for gene ontology (GO) terms associated with myeloid function, while upregulated genes unique for MΦ were not (Figure S1H). The induced rapid and efficient conversion of pre-B cells into highly motile, aggregating, and phagocytic macrophages within 51 hr (Movie S1; Bussmann et al., 2009) further supports the interpretation that C/EBPα binds to a core set of enhancers in iMΦ required for myeloid cell specification.

The binding of C/EBPα, C/EBPβ, and PU.1 in induced C10 cells and of C/EBPα in primary MΦ is illustrated for the promoter and the −14-kb URE enhancer of the *Pu.1* gene (Yeamans et al., 2007), for three putative enhancers of *Cebpb* (Figure 1G), as well as for putative enhancers of *Fos* and *Il1b* (Figure S1I). 

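Reads within 200 bp of the centre of the C/EBPα region called at 48 hpi were counted at each site and scaled to 10000000 reads. GENCODE vM1 lists *Pu.1* as *Sfpi1*, on chromosome 2 of mm9 from 90922547 to 90955913. The URE region (90923157 to 90923280) lies in an annotated intron, 672 bp from the annotated gene start. The promoter region (90936768 to 90936891) lies 14283 bp from that start but 107 bp from another annotated TSS of *Sfpi1*, in a UTR. At the URE, C/EBPα reads rose from 53.0 (38.9 to 70.5) at 0 hpi to 178 (159 to 197) at 60 min and 249 (215 to 286) at 48 hpi, with a highest value of 407 (357 to 461) at 12 hpi. PU.1 reads there were 153, 120.2, 259, 174 and 152 at 0, 3, 12, 24 and 48 hpi, and C/EBPβ reads were 105 at 0 hpi and 144 at 48 hpi. At the promoter, C/EBPα reads were 6.77 (2.48 to 14.7) at 0 hpi and 40.2 (27.5 to 56.8) at 48 hpi, while C/EBPβ reads fell from 67.7 (45.3 to 97.2) to 31.5 (18.0 to 51.2).
The 3 *Cebpb* regions lay 65.2, 71.2 and 84.2 kb from the TSS, the last taken for the site that the paper labels 88 kb. A further region, at 88.7 kb, enters neither the values here nor the tallies and medians over loci. At 0 and 48 hpi, C/EBPα reads were 24.8 and 199.8 at the first, 46.2 and 91.7 at the second, and 3.38 and 49.0 at the last. The C/EBPβ reads of the first rose from 21.0 to 357 and those of the second from 46.7 to 327. In the windows of Figure S1I, the *Fos* region (12, 86809716 to 86809839) had 9.02 (3.89 to 17.8) C/EBPα reads at 0 hpi and 67.9 (51.0 to 88.5) at 48 hpi, and the *Il1b* region (2, 129186094 to 129186217) had 1.13 (0.0285 to 6.28) and 104 (83.1 to 129). PU.1 was called at 0 hpi at this *Fos* region and not at this *Il1b* region. In all, 31 regions from the paper's screenshots and its ChIP tests of single loci were examined. All had more C/EBPα reads at 48 than at 0 hpi, as did 30 for C/EBPβ and 23 for PU.1. For C/EBPα the choice of regions called at 48 hpi favours this result, to an extent that was not measured. Under the alternatives for scaling, duplicate reads and read window, the tallies ranged from 29 to 30 for C/EBPβ and from 23 to 25 for PU.1. At the URE the direction of PU.1 changed with scaling to reads outside called regions, and the directions of both PU.1 and C/EBPβ changed with reads within 500 bp.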

(Genomic coordinates of these and other regions are described in Table S3.) Together, our data suggest that C/EBPα combined with C/EBPβ and PU.1 activates a core set of enhancers, shared between the cell line and primary macrophages, required to induce macrophage specification.

### Prospective Myeloid Enhancers in Pre-B Cells Fall into Two Broad Classes

To characterize the epigenetic status of prospective myeloid regulatory regions in pre-B cells, we performed ChIP-seq experiments for histone modifications characteristic of poised (H3K4Me1), active (H3K27Ac, P300), and repressed enhancers (H3K27Me3) (Creyghton et al., 2010; Rada-Iglesias et al., 2011), and we analyzed levels of these marks at C/EBPα sites away from the transcription start site (TSS), representing putative enhancers (Figure S2A). We observed two broad classes of prospective myeloid enhancers in pre-B cells as follows: (1) pre-existing enhancers that were decorated with H3K4Me1, H3K27Ac, and P300 and depleted for H3K27Me3 (Figure 2A); and (2) de novo enhancers that lacked any of the active enhancer marks but were instead often decorated with H3K27Me3 (Figure 2A). Similar results were obtained by performing ChromHMM analysis (Figure S2C; Ernst and Kellis, 2012) as an independent analytical approach demonstrating that pre-existing enhancers are enriched for activation marks, whereas de novo enhancers are depleted for activation marks and enriched for H3K27Me3 (Figure S2D). Approximately two-thirds of the pre-existing enhancers were bound by PU.1 and exhibited high levels of activation marks compared to sites not bound by PU.1 (Figure S2B). Importantly, we confirmed the presence of pre-existing- and de-novo-type enhancers in primary B cells by using recently published ChIP-seq datasets (Figure 2B; Heinz et al., 2010; Lara-Astiaso et al., 2014). Furthermore, we confirmed binding of C/EBPα to selected pre-existing enhancers of the *Pu.1*, *Cebpb*, *Il1b*, *Ehd1*, and *Ifngr2* genes and to de novo enhancers of the *Mmp12*, *Cd14*, *Gbe1*, *Fos*, and *Fgd4* genes in primary pre-B cells induced to transdifferentiate (Figures 2C and 2D; Di Stefano et al., 2014).

To determine whether the enhancer activation state in pre-B cells correlates with gene expression, we first analyzed the promoter configuration of adjacent genes and found the following: 73% of the pre-existing enhancers paired with active promoters (as defined by the sole presence of H3K4Me3), 7% were decorated with inactive promoters (H3K27Me3 or no marks), and 20% were decorated with promoters containing a bivalent domain (H3K4Me3 and H3K27Me3) (Figure 2E). In contrast, only 36% of de novo enhancers paired with active promoters, 44% with inactive promoters, and 20% with bivalent promoters (Figures 2E and S2E). Based on these results, we re-defined pre-existing enhancers as those that combine with active promoters and de novo enhancers as those that pair with inactive promoters. As expected, genes associated with pre-existing enhancers already were expressed at significant levels in pre-B cells and primary pre-B cells (Bussmann et al., 2009; Di Tullio et al., 2011), whereas genes associated with de novo enhancers only showed background expression levels (Figure 2F).

The finding that pre-B cells express genes associated with pre-existing enhancers predicts that PU.1 expression in cells devoid of PU.1 will selectively activate these genes. To test this, we expressed PU.1 in 3T3 fibroblasts (Figure 2G) and measured mRNA levels of a number of genes associated with either pre-existing or de novo enhancers. Supporting the hypothesis that PU.1 preferentially binds to pre-existing enhancers and activates associated genes, we observed that 6 of 11 pre-existing enhancer-associated genes tested were upregulated as compared to 2 of 10 de novo genes (Figure 2G; primer sequences are in Table S4).

Together, our findings suggest that C/EBPα is capable of activating two broad classes of prospective myeloid enhancers in pre-B cells as follows: (1) pre-existing enhancers with active enhancer marks that are predominantly associated with expressed genes, and (2) de novo enhancers lacking such marks that are predominantly associated with silenced genes.

### A Subset of Pre-existing Myeloid Enhancers Is Bound by the B Cell TF Ebf1 in Pre-B Cells

Our finding that motifs associated with the B cell TF Ebf1 are enriched in myeloid enhancers (see Figure 1D) prompted us to study their relevance in transdifferentiation. Analysis of the Ebf1 motif distribution shows that it is specifically enriched in pre-existing enhancers (Figure 3A). To test actual binding of Ebf1, we performed ChIP-seq experiments in pre-B cells yielding 6,627 Ebf1 peaks that were predominantly located in intergenic regions (Figure 3B) and enriched for EBF1, ETS (PU.1), and E2A motifs (Figure 3C). In line with the motif analysis, intersection of Ebf1-bound sites with the two types of myeloid enhancers showed 725 that were associated with pre-existing enhancers, but virtually none with de novo enhancers (Figure 3D).

To determine the functional state of the Ebf1-bound enhancers targeted by C/EBPα, we determined the kinetics of Ebf1 and C/EBPα binding as well as H3K27Ac decoration after induction of transdifferentiation. The heatmaps in Figure 3E show that, while C/EBPα binding already was observed after 3 hpi, the loss of Ebf1 binding was not detected until 48 hpi. However, H3K27Ac enrichment at these enhancers was maintained throughout the time course (Figure 3E), suggesting that the relevant enhancers remain active even after the loss of Ebf1. Examples of enhancers bound by Ebf1, C/EBPα, and PU.1 are shown in Figure 3F. This includes the 88-kb putative enhancer of *Cebpb* (see Figure 1G), as well as *Nfe2* and *Cd40* enhancers. In addition to enhancers bound by Ebf1, C/EBPα, and PU.1, 27% lack PU.1 binding, as exemplified by the −150-kb *Tgfbr2* putative enhancer (Figure 3F; additional examples are shown in Figure S3A). 

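In the window of Figure 3F for *Cebpb*, the C/EBPα region with the most reads at 48 hpi spanned 167598530 to 167598653 on chromosome 2. C/EBPα was first called there at 60 min, with 11.8 (7.46 to 17.7) reads per 10000000. PU.1 reads at this region were 15.6, 38.0, 61.6, 74.9 and 105 at 0, 3, 12, 24 and 48 hpi, and PU.1 was called from 3 hpi on. A further region in the window, 88.7 kb from the TSS, was examined after the values were seen: it had 27.6 (17.3 to 41.9) C/EBPα reads at 48 hpi, and PU.1 was called there at 0 hpi, with 52.5 (36.9 to 72.3) reads. The centre of the *Nfe2* region (15, 103088763 to 103088886) lay 9 bp from the annotated TSS. C/EBPα was called there at all 8 time points, with 63.1 (47.7 to 82.0) reads at 0 hpi and 389 (340.2 to 442) at 12 hpi. PU.1 was called at *Nfe2* and *Cd40* at all 5 time points. The PU.1 reads of *Cd40* were close at 0 and 48 hpi, and their order depended on the read window. At the *Cd40* region (2, 164880693 to 164880816), C/EBPα reads were highest at 3 hpi, at 76.4, and 20.1 at 48 hpi. Ebf1 was not analysed here.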

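The *Tgfbr2* region (9, 116233531 to 116233654) lay 149210 bp upstream of the TSS. C/EBPα was called there at all 8 time points, and its reads were 22.6, 48.6, 97.7, 81.9, 82.7, 75.4, 47.5 and 23.9 per 10000000 in the order of the time points. PU.1 reads within 200 bp were 14.2 (6.80 to 26.1), 7.60 (2.47 to 17.7), 19.6 (12.1 to 30.0), 9.69 (4.84 to 17.3) and 5.73 (2.10 to 12.5) at 0, 3, 12, 24 and 48 hpi. A PU.1 region lay within 1000 bp at 0 and 12 hpi but not at the other time points.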

Ebf1 binding to these regions was confirmed using an independent Ebf1 ChIP-seq dataset (Treiber et al., 2010; Figures S3B and S3C). Importantly, genes associated with putative Ebf1-C/EBPα-bound enhancers were upregulated during transdifferentiation (Figure S3D).

In conclusion, a significant proportion of pre-existing myeloid enhancers targeted by C/EBPα in pre-B cells are bound by the B cell TF Ebf1. This finding raises the possibility that pre-existing myeloid enhancers act as bona fide B cell enhancers and that C/EBPα converts them into enhancers active in myeloid cells.

### C/EBPα Acts Both as a Pioneer and as a Secondary Factor at Prospective Myeloid Enhancers

To study how the two enhancer types become activated, we determined the binding kinetics of PU.1, C/EBPα, and C/EBPβ. 

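Stable regions were grouped by a PU.1 region within 1000 bp at 0 hpi, which is not the paper's definition of enhancer classes, since histone marks were not analysed here. The groups therefore differ in PU.1 at 0 hpi by construction. At the 3708 regions with PU.1, mean PU.1 coverage at the centre was 30.6, 38.7, 38.2, 29.1 and 33.6 reads per 10000000 at 0, 3, 12, 24 and 48 hpi. At the 5045 regions without, it was 2.28, 5.12, 8.75, 7.55 and 9.25, a rise of 2.02 on the log2 scale from 0 to 48 hpi. PU.1 coverage was higher at 48 than at 0 hpi in 78.0% of the latter regions (76.9% to 79.2%). The copy of Table S2 at hand lists only part of the paper's pre-existing sites with PU.1, of which 1196 lie away from the TSS. Their mean PU.1 coverage was 33.7, 39.8, 35.2, 26.5 and 30.4 at the same time points. Counting reads within 200 bp lowered the log2 rise at the regions without PU.1 the most, to 1.86.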

As expected, at pre-existing enhancers PU.1 was bound throughout the time course, whereas it was initially absent at de novo enhancers, gradually increasing after induction (Figures 4A and S4A). In contrast, C/EBPα binding showed a steeper increase at pre-existing than at de novo enhancers, with both converging at 48 hpi and the rate of C/EBPα binding kinetics correlating with the starting levels of H3K27Ac or H3K27Me3, respectively (Figure S4B). 

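Median C/EBPα coverage at stable regions with PU.1 at 0 hpi was 3.38, 4.82, 14.6, 15.4, 19.8, 21.8, 15.8 and 16.3 reads per 10000000 at 0 hpi, 10, 30 and 60 min, 3, 12, 24 and 48 hpi. At regions without PU.1 it was 2.26, 2.01, 4.61, 6.14, 13.5, 16.7, 14.5 and 16.3. As a description of these libraries, the difference between the medians was set beside those of 10000 random splits of the regions matched on C/EBPα reads at 48 hpi in 20 classes. It lay above all of them at 10, 30 and 60 min and 3 hpi (percentile 100), and at percentile 99.99 at 12 hpi. At 24 hpi it equalled the lower end of the range that held 95% of the splits (1.32), and at 0 hpi, when the medians were 1 read apart, it equalled the upper end (1.13), with many splits tied. With means, an alternative chosen after the values were seen, the difference lay at percentile 100 at 0 hpi (2.18, with 95% of the splits between 0.0253 and 0.736) and at percentile 74.2 at 24 hpi. At 48 hpi the splits were matched on reads within 200 bp from the library compared, so the position there is not comparable with the others. The difference between the medians, 0, lay below the range that held 95% of the splits (1.26 to 2.51). All regions of both groups were called at 48 hpi with the same threshold, which favours like medians there. The means at 48 hpi were 25.5 with PU.1 and 23.1 without. At 60 min the median stood at a log2 ratio of -0.090 to its value at 48 hpi where PU.1 was present and at -1.41 where it was not. The former ratio changed sign to 0.31 with the tag threshold 1.5 times higher. With means it was 0.12, and at regions more than 1000 bp from a TSS, a choice also made after the values were seen, it was 0.14. The regions from the paper's screenshots and its ChIP tests of single loci kept the paper's own classes. The exception was the *Cebpb* region shown as pre-existing in Figure 2C and as de novo in Figure 4C, which was counted as de novo. C/EBPα reads within 200 bp per 10000000 were compared at the 18 pre-existing and 10 de novo regions. Their medians were 74.5 and 40.9 at 60 min, 97.9 and 76.4 at 3 hpi, and 52.2 and 69.1 at 48 hpi. Without this *Cebpb* region, left out after the values were seen, the de novo medians were 34.8, 71.9 and 66.6.

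**Figure D3:**
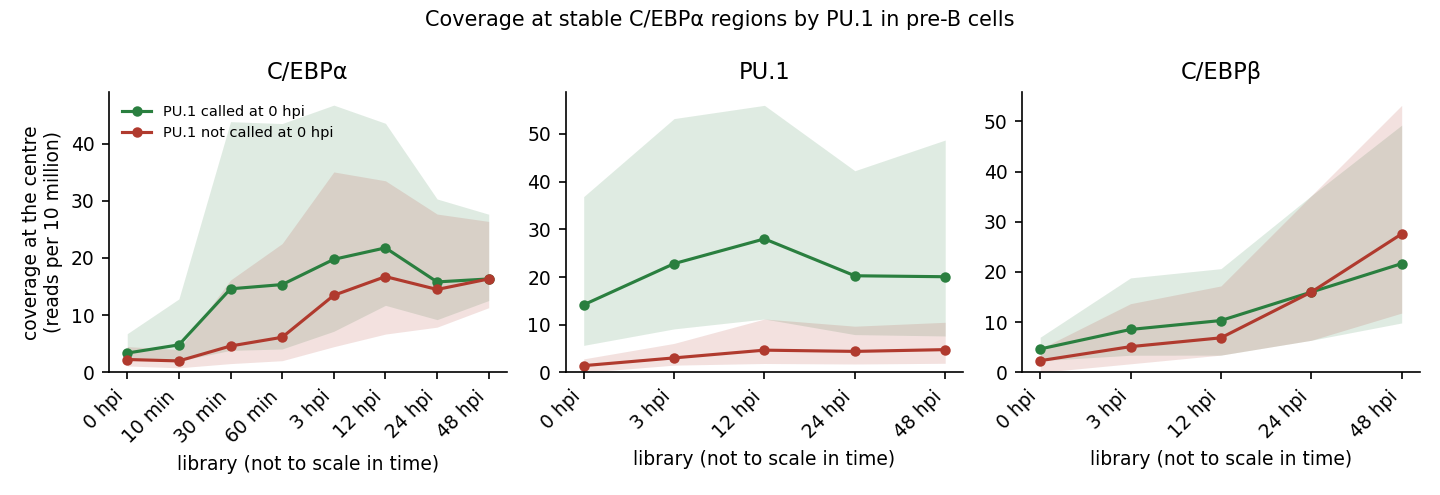
Coverage at the centre of stable C/EBPα regions (vertical axis, reads per 10000000) for C/EBPα, PU.1 and C/EBPβ in the libraries of the time course (horizontal axis, not to scale), at regions with a PU.1 region at 0 hpi (green) and without (red). Lines join medians and shading spans the quartiles. The C/EBPα medians are 15.4 and 6.14 at 60 min and 16.3 in both groups at 48 hpi. All regions were called for C/EBPα at 48 hpi with the same threshold, which favours like medians there.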

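Mean C/EBPβ coverage at the centre of the stable regions was 12.8, 15.2 and 25.2 reads per 10000000 at 3, 12 and 24 hpi, between the values at 0 and 48 hpi. The 5 means in the order of the time points were 6.61, 14.8, 16.5, 25.5 and 36.0 at regions with PU.1 at 0 hpi and 3.78, 11.4, 14.3, 25.0 and 38.8 at regions without it. The log2 ratio of the means was 0.25 from 3 to 12 hpi and 1.31 from 12 to 48 hpi. C/EBPβ coverage was higher at 48 than at 3 hpi in 85.9% of the regions (85.1% to 86.6%).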

Finally, C/EBPβ occupancy increased steadily at the two enhancer types (Figures 4A and S4A).

The binding profiles observed predict that at de novo enhancers C/EBPα binds before PU.1. Indeed, ChIP-seq experiments with induced C10 cells at early time points (10, 30, and 60 min post-induction) showed that C/EBPα binds to 74% of de novo sites *before* PU.1 (Figure 4B). 

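The order was scored at stable regions without PU.1 within 1000 bp at 0 hpi, by the first time point at which each factor was called. PU.1 libraries of 10, 30 and 60 min were not used here, so PU.1 could be called first at 3 hpi at the earliest, while C/EBPα had 4 time points before that (0, 10, 30 and 60 min). Regions with C/EBPα at 0 hpi thus counted as C/EBPα first by construction. Of 5045 such regions, 3538 gained PU.1 by 48 hpi. C/EBPα was called first at 2417 of these (68.3%, 66.8% to 69.8%), both factors at the same time point at 431 (12.2%, 11.1% to 13.3%), and PU.1 first at 690 (19.5%, 18.2% to 20.8%). C/EBPα was first called at 0 hpi at 8.90% of the regions, at 10 min at 16.6%, at 30 min at 19.5%, at 60 min at 13.7%, and at 48 hpi at 14.5%. First calls of PU.1 fell on 3 hpi at 38.6%, 12 hpi at 45.1%, 24 hpi at 9.47%, and 48 hpi at 6.81%. Over the alternatives, PU.1 was first at 14.5% to 25.9%. With C/EBPα at only the 5 time points that PU.1 has, C/EBPα was first at 41.1%, both at the same time point at 36.5%, and PU.1 first at 22.4%. When regions with C/EBPα at 0 hpi were also left out, a choice made after the values were seen, the shares at these 5 time points were 35.3%, 40.1% and 24.6%, so that the same time point was the most frequent outcome. At all 8 time points they were 65.2%, 13.4% and 21.4%. The paper predicts this order at de novo enhancers from the binding profiles, and then reports the share of de novo sites at which C/EBPα came first.

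**Figure D4:**
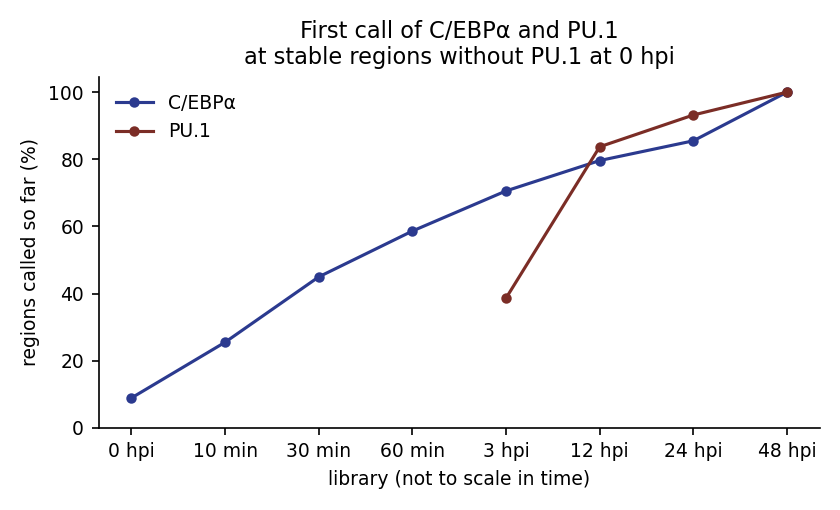
Share of the 3538 regions (vertical axis, percent) at which C/EBPα (blue) or PU.1 (brown) had been called by each time point (horizontal axis, not to scale). First calls of C/EBPα start at 0 hpi with 8.90%, and those of PU.1 at 3 hpi with 38.6%.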

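At the *Tyrobp* region (7, 31197781 to 31197904), 964 bp upstream of the TSS, PU.1 was called at all 5 time points, with 52.5 (36.9 to 72.3) reads within 200 bp per 10000000 at 0 hpi and 42.0 (30.5 to 56.4) at 48 hpi. C/EBPα reads at *Tyrobp* were 7.89, 25.3, 61.5, 50.7, 65.6, 93.8, 47.5 and 55.3 in the order of the 8 time points, and the factor was called from 10 min on. At *Tlr4* (4, 66513201 to 66513324, 24645 bp from the TSS), C/EBPα was first called at 30 min, with 24.6 (16.8 to 34.7) reads, and PU.1 at 12 hpi, with 38.3 (27.5 to 51.9); no PU.1 read was found at 0 hpi (0, 0 to 5.23). The *Cebpb* region nearest the gene (2, 167579548 to 167579671) was called for C/EBPα at all 8 time points, and its reads at 10, 30 and 60 min were 43.7, 157 and 138. PU.1 was first called there at 3 hpi, with 38.0 (24.6 to 56.1) reads after 9.93 (3.99 to 20.5) at 0 hpi. At the *Ctsd* region (7, 149589638 to 149589761, 15757 bp upstream of the TSS), C/EBPα was first called at 30 min, with 24.6 (16.8 to 34.7) reads, and PU.1 at 3 hpi, with 16.7 (8.35 to 29.9), rising to 109.9 (90.7 to 132) at 48 hpi.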

An example of a putative pre-existing enhancer bound by PU.1 first is shown for the *Tyrobp* gene; examples of de novo enhancers are the 24-kb site of *Tlr4*, the 65-kb enhancer of *Cebpb*, and the −16-kb site of *Ctsd* (Figure 4C).

To further study the interplay between PU.1 and C/EBPα, we knocked down PU.1 in pre-B cells (Figure S4C), induced transdifferentiation for 3 and 24 hr, and analyzed C/EBPα binding at five pre-existing and five de novo enhancers. In control cells we observed higher binding of C/EBPα at 3 hpi for the pre-existing relative to the de novo enhancers. In addition, knockdown of PU.1 caused an initial decrease of C/EBPα binding at 3 hpi for both enhancer types on all loci tested (Figures 4D and 4E; primer sequences are in Table S4). However, at 24 hpi, C/EBPα binding recovered to control levels or even above in 9 of 10 enhancers tested (Figures 4D and 4E). This suggests that C/EBPα binding at pre-existing enhancers does not strictly require PU.1, raising the possibility that C/EBPα can access closed chromatin (see also Figures 2A and S4B).

To test this more directly, we performed micrococcal nuclease (Mnase) digestion experiments with chromatin isolated from pre-B cells and iMΦ cells and deep-sequenced nuclease-protected DNA. Average nucleosome profiles calibrated with sites uniquely bound by PU.1 revealed a nucleosome-depleted region (valley) flanked by two positioned nucleosomes (Figure S4D) that confirmed an earlier report (Heinz et al., 2010). Pre-existing enhancers bound by PU.1 in pre-B cells showed a small valley that became more pronounced in iMΦ (Figure 4F). In contrast, de novo enhancers targeted by C/EBPα in pre-B cells were contained in a nucleosome-dense region that changed into a profile similar to that observed for pre-existing enhancers, although less pronounced, in iMΦ (Figure 4G). No ordered nucleosome patterns were obtained with profiles centered on random genomic positions (Figure S4E).

Our data show that C/EBPα binds to a nucleosome-depleted region in pre-existing enhancers and to a nucleosome-dense region in de novo enhancers. These findings support the notion that C/EBPα can act as a pioneer factor.

### The C/EBPα and PU.1 Binding Order Determines the Activation Kinetics of Adjacent Genes

To determine whether the epigenetic status of the two enhancer types in pre-B cells influences their subsequent activation kinetics, we analyzed enrichment levels of H3K4Me1, H3K27Ac, P300, and H3K27Me3 during transdifferentiation. As judged by P300 and H3K27Ac, pre-existing enhancers became hyper-activated, albeit mostly in a transient manner. In contrast, de novo enhancers became gradually activated, starting from background levels (Figures 5A, 5B, and S5A). Both enhancer types followed a similar sequence of enhancer mark acquisition, consisting in P300 binding followed by H3K4Me1 and H3K27Ac decoration (Figure 5B). In contrast, the repressive H3K27Me3 decreased, predominantly on de novo enhancers (Figures 5C and S5B). These findings are illustrated for the pre-existing 3-kb FIRE enhancer of the *Csf1r* gene and the de novo −16-kb enhancer of *Ctsd* (Figure 5D). Additional examples are shown in Figure S5C.

To determine how the two types of prospective myeloid enhancers modulate the upregulation kinetics of adjacent genes, we interrogated gene expression data from C10 cells and primary pre-B cells induced to transdifferentiate (Bussmann et al., 2009; Di Tullio et al., 2011). Pre-existing enhancer-associated genes started from low expression levels and became gradually upregulated ∼4-fold, while de novo enhancer-associated genes started from background levels and were upregulated ∼9-fold (Figures 5E, 5F, S5D, and S5E).

In sum, the C/EBPα and PU.1 binding order determines the activation kinetics of targeted enhancers, with pre-existing enhancers becoming activated gradually from detectable base levels and de novo enhancers becoming activated more steeply and with a delay. These differences also are reflected in the activation kinetics of adjacent genes.

### Pre-existing and De Novo Enhancers Are in an Active State in Distinct Hematopoietic Cell Types

Are the pre-existing and de novo myeloid enhancers identified during transdifferentiation relevant for normal hematopoietic differentiation? To study this we determined their activation state in various types of immature and mature hematopoietic cells and interrogated expression data of associated genes during hematopoiesis (Lara-Astiaso et al., 2014; see Figure 6A for the hematopoietic lineage tree and nomenclature used). Surprisingly, ∼58% of pre-existing enhancers already were active (i.e., marked by H3K27Ac) in long-term hematopoietic stem cells (LT-HSCs), and their proportion further increased in common myeloid and lymphoid progenitors (CMPs and CLPs, respectively), reaching ∼66% and ∼74% in terminally differentiated granulocytes (Gns) and MΦ, respectively (Figures 6B and S6A). Moreover, a substantial fraction of pre-existing enhancers remained active in B cells (60%) but decreased in megakaryocyte-erythroid progenitors (MEPs), erythroid cells (Erys), and T cells (∼30%) (Figures 6B and S6A). In contrast, activated de novo enhancers were essentially restricted to the myeloid compartment with 25%–28% being decorated with H3K27Ac in CMPs and GMPs and ∼40% in Gns and MΦs, while HSCs and multipotent progenitors (MPPs) showed lower percentages (7% and 14%) and MEPs, Erys, and B and T cells were essentially negative (Figures 6C and S6A). Similar trends were observed for pre-existing and de novo enhancers marked with H3K4Me1 (Figure S6B). Heatmaps of the two enhancer types during the transition from short-term hematopoietic stem cells (ST-HSCs) to macrophages (Figure 6D) were remarkably similar to those of pre-B cells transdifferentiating into macrophages (see Figure 5A). In contrast, the two enhancer types were not activated in T cells (Figure 6E).

These findings are illustrated for the pre-existing −14-kb URE enhancer of *Pu.1* and the 88-kb putative enhancer of *Cebpb* (Figure 6F), which are bound by PU.1 (Figure 1G). A de novo enhancer is exemplified by the 65-kb enhancer of *Cebpb* (Figure 6F). Strikingly, mRNA levels of genes associated with pre-existing and de novo enhancers reflected enhancer activity during hematopoiesis using two independently derived datasets analyzed by either RNA-seq or expression arrays (Figures 6G, S6C, and S6D; Lara-Astiaso et al., 2014; Di Tullio et al., 2011). The arrays also showed that in normal macrophages the expression levels of genes associated with the two enhancer types nearly converged (Figure S6D).

In conclusion, our data show that the majority of pre-existing enhancers targeted by C/EBPα during transdifferentiation are broadly active in hematopoietic stem cells, progenitors, and B cells, whereas de novo enhancers are largely restricted to the myeloid compartment.

### The Activity of the Two Enhancer Types Reflect *Pu.1*, *Cebpa*, and *Cebpb* Expression during Hematopoiesis

How are the two enhancer types observed during C/EBPα-induced transdifferentiation controlled during normal hematopoiesis? To study this we analyzed the expression of *Pu.1*, *Cebpa*, and *Cebpb* during hematopoietic differentiation. *Pu.1* expression was found to closely correlate with that of pre-existing enhancers, *Pu.1* being broadly expressed in stem and progenitor cells and weakly in T cells, MEPs, and Erys (Figure 7A). Similar expression patterns were observed at the protein level with PU.1 reporter mice (Back et al., 2005). In turn, *Cebpa* was expressed mostly in the myeloid compartment where its levels were highest in GMPs (Figure 7A; Wölfler et al., 2010), in agreement with the fact that mice lacking C/EBPα do not develop GMPs (Zhang et al., 2004). In contrast, *Cebpb* expression reached highest levels in macrophages and Gns (Figure 7A), suggesting that C/EBPβ takes over the role of C/EBPα in terminally differentiated myeloid cells. This interpretation agrees with the fact that macrophages from C/EBPβ-knockout mice have functional defects (Chen et al., 1997; Tanaka et al., 1995).

To test whether the *Cebpa* expression pattern reflects its binding specificity in the hematopoietic system, we analyzed the C/EBPα-binding sites identified in pre-existing and de novo enhancers in stem and progenitors cells and GMPs, as previously reported (Hasemann et al., 2014). Strikingly, <10% of prospective myeloid enhancers were bound by C/EBPα in the progenitors, while ∼80% of the sites were bound in GMPs and in primary macrophages (Figure 7B). C/EBPα binding in progenitor cells and primary MΦ is illustrated for the *PU.1* and *Cebpb* genes (Figure 7C) as well as for the *Tlr4* and *Ctsd* genes.

Together, our observations indicate that, within the hematopoietic system, the combination of *Pu.1*, *Cebpa*, and *Cebpb* determines the activity of the two types of prospective macrophage enhancers and, hence, the expression of adjacent genes in a manner that recapitulates C/EBPα-induced transdifferentiation.

## Discussion

Our study of C/EBPα-induced pre-B-cell-to-macrophage transdifferentiation has revealed two types of prospective myeloid enhancers that are activated by C/EBPα. Pre-existing enhancers in pre-B cells are decorated with active enhancer marks and bound in their majority by PU.1, while de novo enhancers are free of enhancer activation marks and free of PU.1; C/EBPα simultaneously hyper-activates pre-existing enhancers and newly activates de novo enhancers (summarized in Figure 7D). These enhancers drive a substantial part of the gene repertoire required for the formation of functional macrophages. Strikingly, we also observed a similar synergy between pre-existing and de novo enhancers during myeloid lineage specification during normal hematopoiesis (Figure 7E).

The finding that pre-existing-type myeloid enhancers drive low-level expression of adjacent myeloid-restricted genes in early hematopoietic progenitors provides a mechanistic explanation for the phenomenon dubbed “lineage priming” (Hu et al., 1997). The observed expression of the myeloid markers lysozyme and CSF-1 receptor in hematopoietic stem cells (Mossadegh-Keller et al., 2013; Ye et al., 2003) supports this interpretation. The following observations indicate that PU.1 is a key component in the generation of pre-existing myeloid enhancers: (1) most pre-existing enhancers are bound by the factor; (2) PU.1 is expressed in stem and progenitor cells, but downregulated in T cells and Erys (Back et al., 2005; Lara-Astiaso et al., 2014; Nutt et al., 2005), and this strongly correlates with the distribution of pre-existing myeloid enhancers and the expression of nearby genes; and (3) overexpression of PU.1 in fibroblasts partially activates myeloid genes associated with pre-existing enhancers (Figure 2G) and C/EBPα further enhances their expression, while C/EBPα alone has no effect (Feng et al., 2008).

However, it is likely that, in addition to PU.1, other TFs participate in the initiation of the establishment of pre-existing enhancers and the activation of de novo enhancers. Thus, C/EBPα sites also were enriched for the RUNX motif, in line with the finding that during myelopoiesis Runx1 binds transiently to the URE element of the *Pu.1* gene to establish open chromatin, permitting the binding of PU.1 (Hoogenkamp et al., 2009). In addition, it is possible that the *Fos* gene acts as a downstream effector, as it is directly regulated by C/EBPα and we observed enrichment of AP-1 motifs in C/EBP-bound sites where it might co-operate with C/EBPs.

The weakly active pre-existing myeloid enhancers in hematopoietic progenitors appear to be in a stand-by state that can be fully activated by changes in the bone marrow microenvironment either during development or in adult life, such as after infections with pathogens. These signals may in turn increase the levels of PU.1, C/EBPα, and C/EBPβ expression. Thus, for example, bacteria or inflammatory stimuli can upregulate *Pu.1* expression in hematopoietic stem cells through the activation of M-CSF, a cytokine that in turn activates the CSF-1 receptor (Mossadegh-Keller et al., 2013). In addition, the yeast *Candida albicans* can induce emergency granulopoiesis in hematopoietic progenitors through upregulation of C/EBPβ (Hirai et al., 2006). Therefore, the ectopic expression of C/EBPα/β to induce transdifferentiation of pre-B cells might mimic processes that are normally triggered in hematopoietic progenitors by developmental cues or pathogens.

Surprisingly, a subset of pre-existing enhancers appears to be bi-functional. In B cells this subset is bound by the B cell TF Ebf1, typically in combination with PU.1, resulting in low-level expression. Binding of C/EBPα further activates these genes, raising the possibility that their products are themselves bi-functional. The *Cebpb* gene illustrates this scenario as its putative 88-kb upstream enhancer is bound by Ebf1, which is eventually replaced by C/EBPα during the conversion into myeloid cells. In addition the factor is required for the function of both B cells and macrophages (Chen et al., 1997; Tanaka et al., 1995). However, whether the 88-kb site is the physiologically most relevant *Cebpb* enhancer is unknown.

Previous work on TF combinations that induce cell fate conversions have postulated two alternative models as follows: (1) a symmetric collaboration between various TFs acting as pioneer factors, exemplified by Oct4, Sox2, and Klf4 that act during iPSC reprogramming (Soufi et al., 2012); and (2) a hierarchical model, exemplified by Ascl1 acting as a pioneer for the subsequent binding of Brn2 and Myt1l during induced neuronal transdifferentiation (Wapinski et al., 2013). Here we propose a mixed model, where the key lineage-instructive factors exert dual roles as both pioneer and secondary factors. The conclusion that C/EBPα can act as a pioneer factor is based on the observation that it binds to chromatin regions free of activating histone marks and to a nucleosome-dense region within de novo enhancers, agreeing with the reported pioneer activity of C/EBPβ (Siersbæk et al., 2011). It is possible that PU.1 also can act as a pioneer factor, as it is one of the earliest lineage-instructive factors expressed in the hematopoietic system (Dzierzak and Speck, 2008), and on its own can induce the expression of myeloid genes in non-hematopoietic cells.

In conclusion, our work revealed that the collaboration between an exogenous and an endogenous lineage-instructive TF (C/EBPα and PU.1) leads to the activation of pre-existing and de novo myeloid enhancers during transdifferentiation, resulting in macrophage differentiation. Interestingly, this mechanism recapitulates the way endogenous C/EBP factors and PU.1 collaborate to induce myeloid differentiation during normal hematopoiesis. It will be interesting to determine whether conversions of other cell types driven by TFs likewise recapitulate developmental processes that result from the superimposition of complementary enhancer types.

## Experimental Procedures

### Cell Culture, Retroviruses, and shRNA Constructs

The origin of the HAFTL pre-B cell line, its derivatives C10 (C/EBPαER-GFP) and C11 (C/EBPαER-hCD4), and induction of transdifferentiation (treatment with 100 uM β-est and grown in the presence of 10 nM Il-3 and 10 nM CSF-1) have been described previously (Bussmann et al., 2009; Xie et al., 2004). The shC/EBPβ-KD07 directed to the ORF of *Cebpb* was purchased from Sigma (Mission shRNA System) in a pLKO.1-puro lentiviral backbone. An shRNA against PU.1 cloned into LMP-GFP virus (Open Biosystems) was a gift from Dr. M. Sieweke (Sarrazin et al., 2009). The 3T3 cell culture conditions and the PU.1-GFP construct have been described previously (Feng et al., 2008). Phagocytosis of yeast was performed as described previously by Rapino et al. (2013). To test for statistical differences of C/EBPα binding after knockdown of PU.1, we applied the Student’s t test, one-tailed, alpha level (0.05).

### FACS

FACS experiments were performed as described previously (Bussmann et al., 2009) using conjugated antibodies against Cd19 (550992) and Cd11b (552850) and combined with blocking antibody (553142) from BD Pharmingen. Unstained cells or an isotype control antibody (553932, BD Pharmingen) were used as a negative control.

### ChIP, ChIP-Seq, and MNase-Seq Experiments

ChIP experiments were performed as described previously (van Oevelen et al., 2008). DNA libraries were prepared using Illumina’s reagents and instructions. Nucleosome positioning was determined by MNase digestion using a modification of a published method (Cappabianca et al., 1999). All libraries were sequenced on the Illumina GA IIx or Hiseq2000 sequencer.

### Processing of ChIP-Seq and MNase-Seq Data

High-throughput Illumina sequencing data were base-called using the Illumina pipeline, and sequencing reads were aligned to the mouse genome (mm9) using either the Illumina Eland alignment tool or Bowtie (Langmead et al., 2009) without mismatches. Aligned sequences were filtered to remove identical sequence tags and sequence tags not aligning uniquely to the mouse genome. To detect enriched regions, we used HOMER (http://homer.salk.edu/homer/ngs/index.html) (Heinz et al., 2010; and see Table S1). See the Supplemental Experimental Procedures for further details. To test for statistical differences in the level or reduction of coverage between sets of regions, we applied the Wilcoxon rank-sum test, two-tailed, alpha level (0.05).

### Binding Site Annotation, Motif Analysis, and Gene Expression

Position of non-redundant regions relative to TSS of nearest gene (RefSeq mm9) was based on center position and calculated by in-house Perl scripts. For a subset of genes, the median expression level was calculated, and, to test for statistical differences in gene expression levels between sets of genes, we applied the Wilcoxon rank-sum test, two-tailed, alpha level (0.05). Gene expression values in hematopoietic cells (Lara-Astiaso et al., 2014) were normalized by dividing each presented mRNA value by the average mRNA of all listed genes per cell type. To annotate genes for enrichment of GO terms, we employed David with standard settings (Huang da et al., 2009). Motif discovery within selected regions was performed using HOMER (Heinz et al., 2010).

### Gene Expression Analyses by qRT-PCR

To analyze mRNA levels of selected genes in either C10 cells induced with β-est or 3T3 cells overexpressing PU.1, we extracted RNA using trizol and reverse transcribed it with GeneAmp RNA PCR (Applied Biosystems). SybrGreen PCR Master Mix (Applied Biosystems) was used for amplification and detection of cDNAs, and PCR reactions were carried out with the AB7900HT detection system (Applied Biosystems). To test for statistical differences in mRNA levels, we applied the Student’s t test, one-tailed, alpha level (0.05).

## Figures and Tables

**Figure 1:**
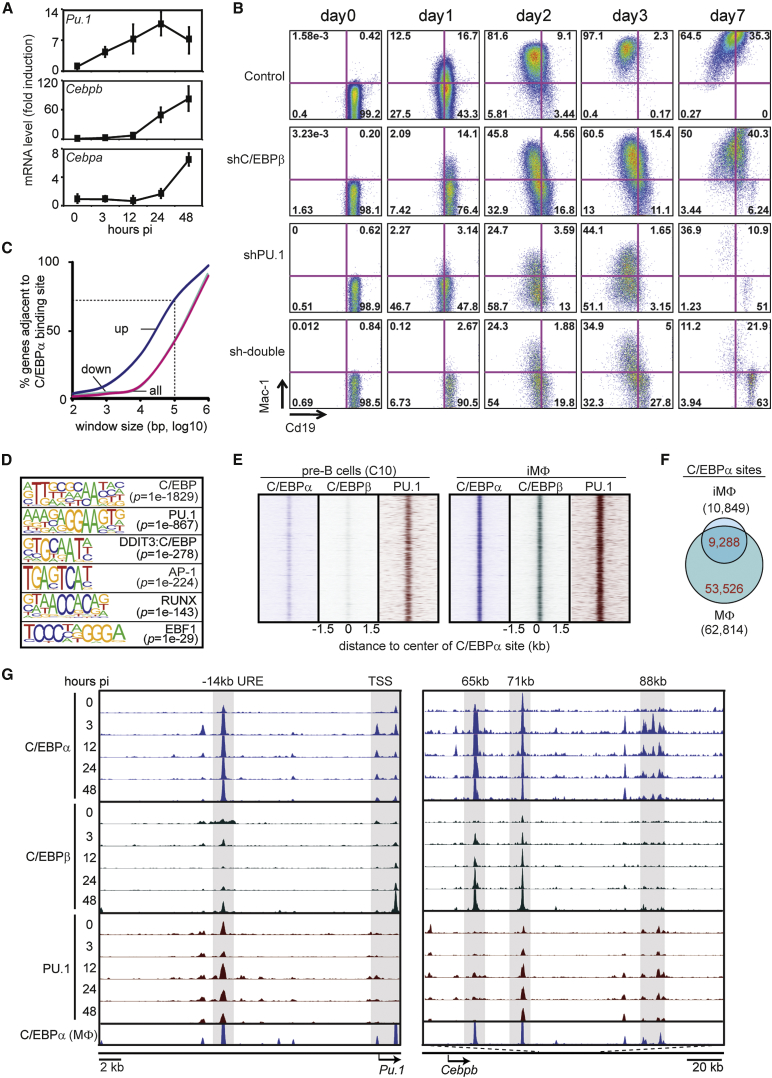
Upregulation of *Cebpb* and *Pu.1* Genes by C/EBPα and Effects of Their Knockdown on Transdifferentiation (A) Expression of endogenous *Pu.1*, *Cebpb*, and *Cebpa* RNA after β-Est induction of C10 cells as measured by qRT-PCR. Data are represented as mean ± SEM (independent triplicates) expressed as the fold induction relative to uninduced pre-B cells. (B) FACS plots of C11 pre-B cell carrying either a scrambled short hairpin knockdown construct (control) or constructs against C/EBPβ, PU.1, or both, and induced by β-est treatment. See also Figure S1C. (C) Percentage of upregulated or downregulated genes (>2-fold) within defined windows around C/EBPα sites. Dotted lines indicate that 70% of all upregulated genes are within 100 kb of a C/EBPα-binding site. (D) Significantly enriched sequence motifs at C/EBPα-binding sites as determined by HOMER. (E) Heatmaps visualizing C/EBPα, C/EBPβ, and PU.1 binding in pre-B cells and iMΦ. Window, 3 kb; bin, 10 bp. See also Figure S1E. (F) Venn diagram showing the intersection of C/EBPα sites in iMΦ (n = 10,849) and primary MΦ (n = 62,814). (G) Screenshots of C/EBPα, C/EBPβ, and PU.1 binding at selected enhancers in C10 cells and of C/EBPα in primary MΦ. Arrows indicate TSS, length of ORF, and direction of transcription. See also Figure S1I.

**Figure 2:**
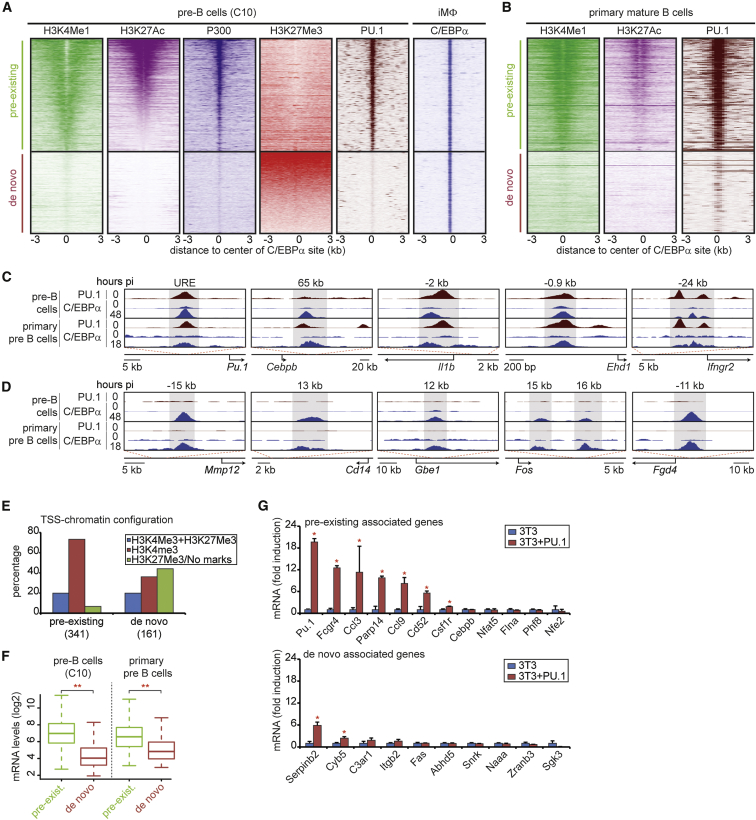
Prospective Myeloid Enhancers with Either Pre-existing or De Novo Configurations in Pre-B Cells (A) Heatmaps visualizing H3K4Me1, H3K27Ac, P300, H3K27Me3, and PU.1 in pre-B cells and C/EBPα binding in iMΦ. Center of C/EBPα binding, 0; window, 6 kb; bin, 100. See also Figures S2B–S2D. (B) As in (A), visualizing H3K4Me1, H3K27Ac, and PU.1 in primary mature B cells. (C and D) Screenshots of C/EBPα and PU.1 binding in C10 cells (0 and 48 hpi) and primary pre-B cells (0 and 18 hpi) at pre-existing (C) and de novo enhancers (D). (E) Distribution of genes nearest pre-existing or de novo enhancers marked with bivalent (H3K4Me3, H3K27Me3), active (H3K4Me3), or repressed (H3K27Me3 or no marks) promoters. See also Figure S2E. (F) Distribution of mRNA levels of upregulated genes nearest to either pre-existing (n = 318) or de novo (n = 103) enhancers in pre-B cells (C10) and primary pre-B cells. Statistical analysis by Wilcoxon rank-sum test, ^∗∗^p < 0.001. (G) Expression of genes nearest pre-existing or de novo enhancers in 3T3 cells or 3T3 overexpressing PU.1 by qRT-PCR. Data are represented as mean ± SEM (independent triplicates) and expressed as the fold induction relative to 3T3 cells. Statistical analysis by Student’s t test, ^∗^p < 0.05.

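In C10 cells, the *Ehd1*, *Ifngr2* and *Il1b* regions of Figure 2C were called for C/EBPα at 0 hpi as well as at 48 hpi. C/EBPα reads within 200 bp, per 10000000, rose from 45.1 to 152 at *Ehd1*, from 24.8 to 109 at *Ifngr2*, and from 13.5 to 80.4 at *Il1b* (2, 129199044 to 129199167). PU.1 reads went from 109 (86.2 to 136) to 78.3 (62.3 to 97.3) at *Ehd1*, from 7.09 (2.30 to 16.5) to 23.9 (15.5 to 35.3) at *Ifngr2*, and from 122 (97.5 to 151) to 244 (215 to 275) at *Il1b*. PU.1 was called within 1000 bp of all 3 regions at 0 and 48 hpi. At *Ifngr2* most of these reads lay beyond 200 bp, and within 500 bp there were 176 at 0 hpi and 305 at 48 hpi. At the regions of Figure 2D, neither C/EBPα nor PU.1 was called at 0 hpi. C/EBPα reads at 0 hpi were 0 (0 to 4.16) at *Mmp12*, 1.13 at each of *Cd14*, *Fos* (12, 86830370 to 86830493) and *Fgd4*, and 13.5 (6.99 to 23.6) at *Gbe1*, and at 48 hpi they were 114, 66.6, 52.8, 108 and 55.3 in the order *Mmp12*, *Cd14*, *Fos*, *Fgd4*, *Gbe1*. PU.1 was called at 48 hpi at *Mmp12*, *Fos* and *Fgd4*, with 17.2 (10.2 to 27.2), 17.2 (10.2 to 27.2) and 45.9 (33.8 to 60.8) reads, and was not called at *Cd14* and *Gbe1*. For *Cebpb*, the windows of Figures 2C and 4C hold the same C/EBPα region. Primary pre-B cells were not analysed here.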

**Figure 3:**
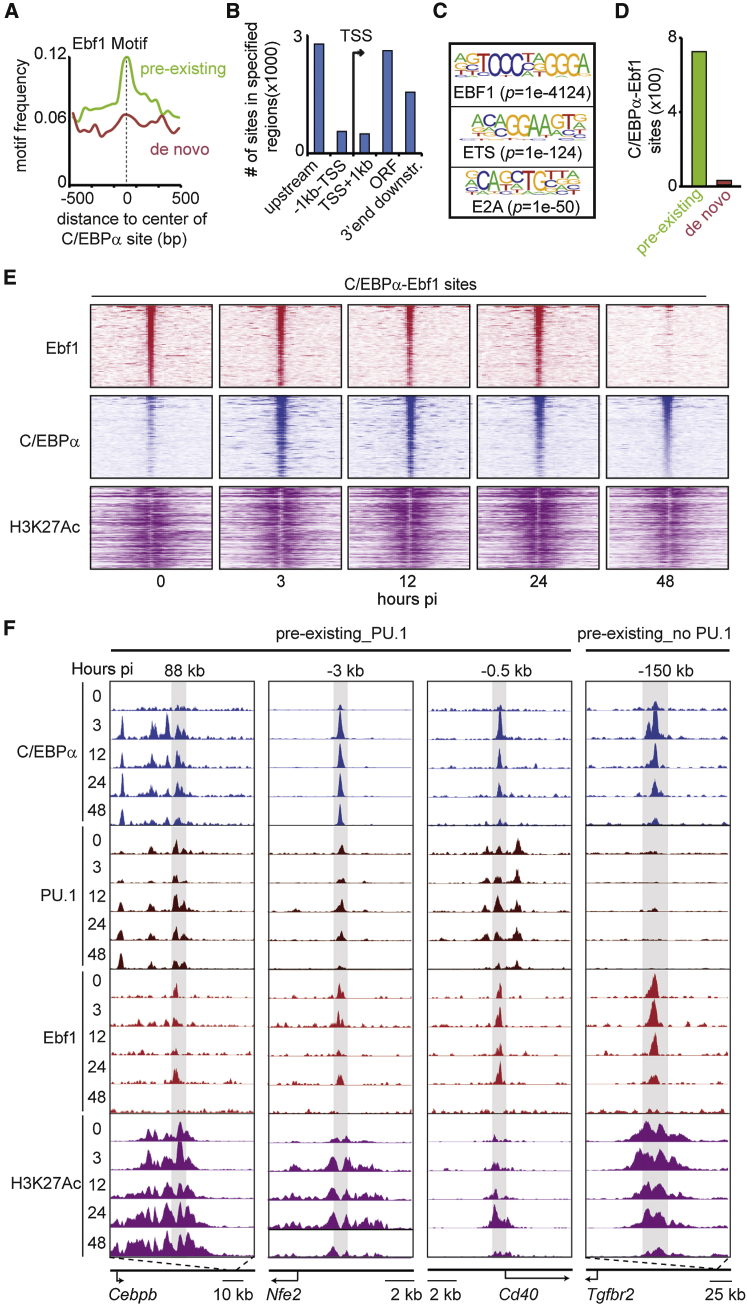
Binding of the B Cell TF Ebf1 to Pre-existing Enhancers (A) Frequency of Ebf1 motif within pre-existing and de novo C/EBPα-binding sites by HOMER. (B) Genomic distribution of Ebf1-binding events (n = 6,627) relative to the TSS in C10 cells. ORF, open reading frame. (C) Significantly enriched sequence motifs at Ebf1-binding sites, as determined by HOMER. (D) Number of C/EBPα sites bound by Ebf1 for each enhancer type. (E) Heatmaps, centered on C/EBPα binding in iMΦ, visualizing Ebf1, C/EBPα, and H3K27Ac after the induction of transdifferentiation. Center of binding, 0; window, 6 kb; bin, 100. (F) Screenshots of C/EBPα, PU.1, Ebf1, and H3K27Ac ChIP-seq profiles at selected enhancer regions in C10 cells. See also Figures S3A–S3D.

**Figure 4:**
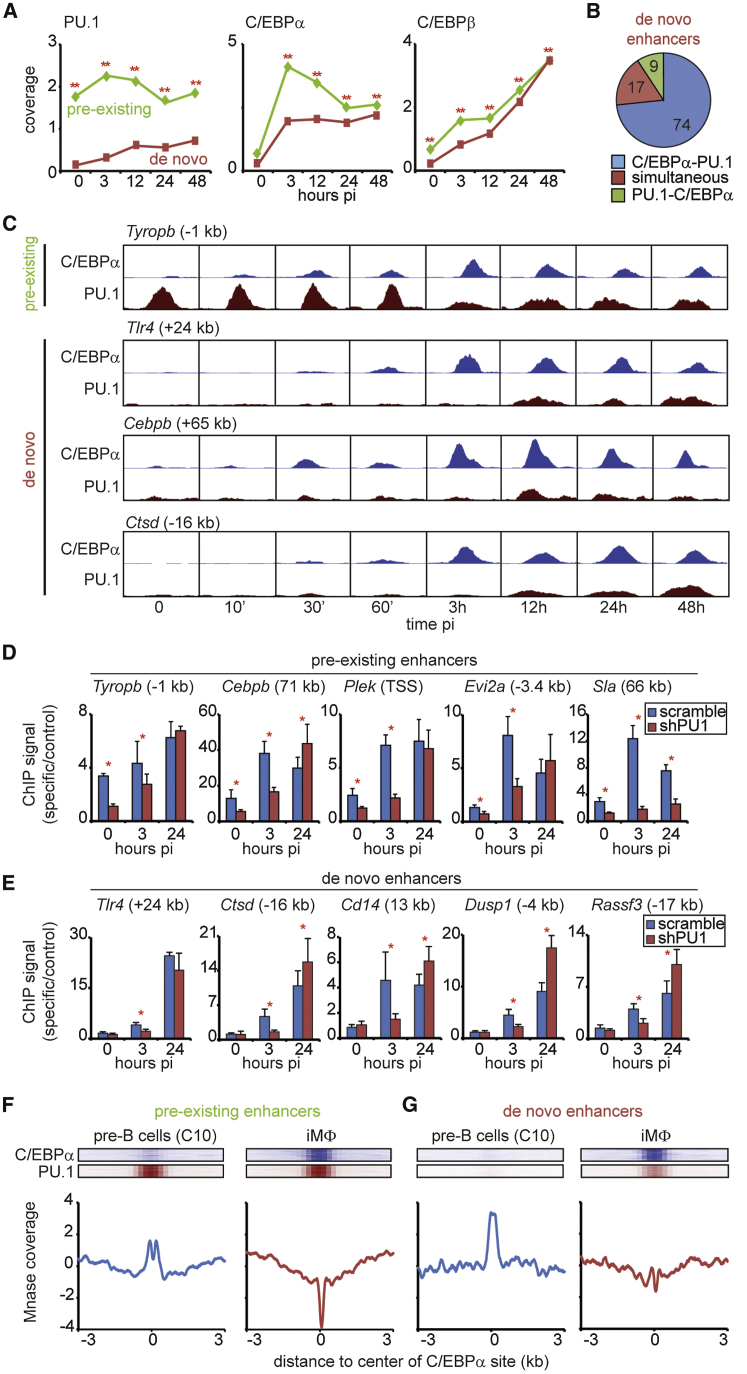
C/EBPα Binds to Open and Closed Chromatin (A) Kinetics of PU.1, C/EBPα, and C/EBPβ binding at center position of pre-existing (n = 4,711) and de novo (n = 3,424) enhancers at indicated hpi. Statistical analysis by Wilcoxon rank-sum test, ^∗∗^p < 0.001. See also Figures S4A and S4B. (B) C/EBPα and PU.1 binding order on de novo sites (C/EBPα first [C/EBPα-PU.1], simultaneously, or PU.1 first [PU.1- C/EBPα]. (C) Screenshots of C/EBPα and PU.1 binding at selected pre-existing or de novo enhancers (10, 30, and 60 min). (D and E) C/EBPα binding at pre-existing (D) or de novo (E) enhancers in induced C10 cells knocked down for PU.1. See also Figure S4C. Data are represented as mean ± SEM (independent triplicates). Statistical analysis by Student’s t test, ^∗^p < 0.05. Primer sequences are given in Table S4. (F and G) Average MNase profiles at pre-existing (F) and de novo (G) enhancers bound by C/EBPα and PU.1 (shown in blue and brown). Profiles were centered on PU.1 binding in iMΦ and normalized by median subtraction. Window, 6 kb; bin, 1 bp. See also Figures S4D and S4E.

**Figure 5:**
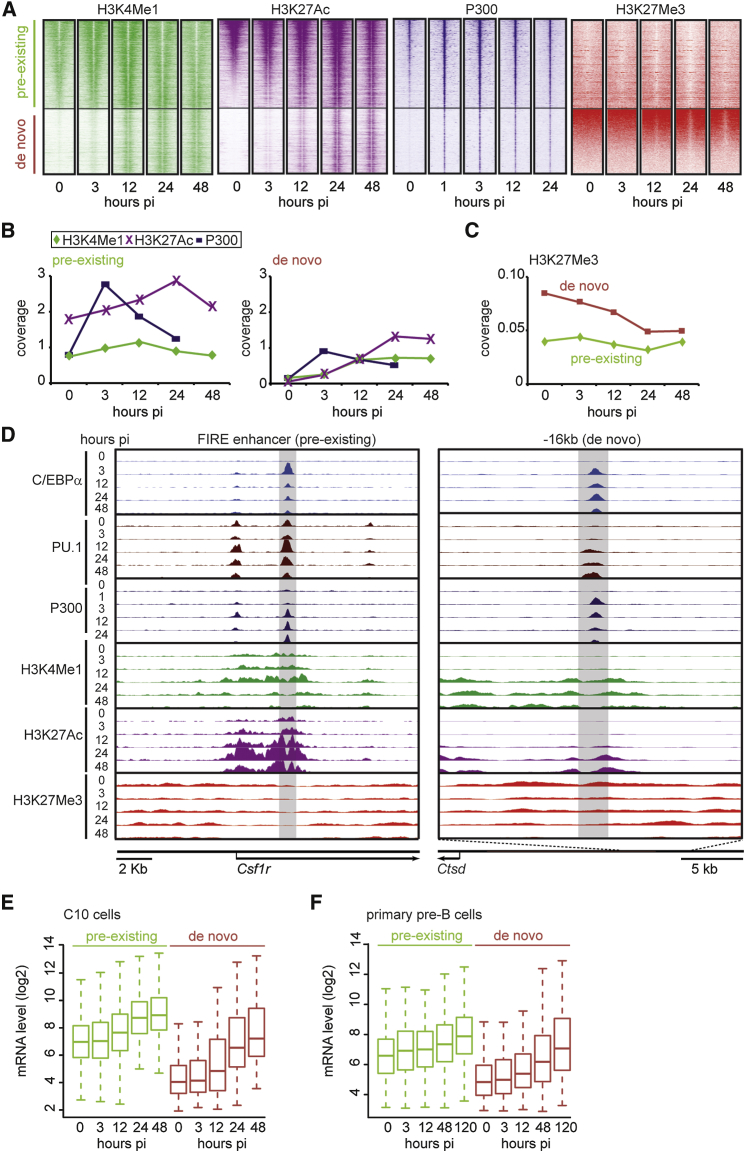
Kinetics of Histone Marks, P300 Binding, and Gene Expression Associated with Myeloid Enhancers (A) Heatmaps visualizing H3K4Me1, H3K27Ac, P300 binding, and H3K27Me3 at pre-existing and de novo enhancers at different hpi of induced C10 cells. Window, 6,000 bp; bin, 100. See also Figure S5A. (B) Quantification of H3K4Me1, H3K27Ac, and P300, as in (A). Bins with the highest coverage are shown. (C) Quantification of H3K27Me3, as in (A), except values at the center position are shown. See also Figure S5B. (D) Screenshots of selected enhancers showing C/EBPα, PU.1, P300, H3K4Me1, H3K27Ac, and H3K27Me3 profiles in C10 cells. See also Figure S5C. (E and F) Distribution of mRNA levels of upregulated genes nearest to either pre-existing (n = 318) or de novo (n = 103) enhancers during transdifferentiation of C10 cells and primary pre-B cells is shown. See also Figures S5D and S5E.

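The FIRE region of *Csf1r* (18, 61268301 to 61268424) lies in an intron, 3137 bp from the TSS. PU.1 was called there at all 5 time points, and its reads within 200 bp were 63.8, 138, 282, 170.1 and 97.5 per 10000000 at 0, 3, 12, 24 and 48 hpi. C/EBPα was first called at 60 min, with 16.4 (11.2 to 23.1) reads, and peaked at 3 hpi, with 147 (126 to 172). P300 and histone marks were not analysed here.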

**Figure 6:**
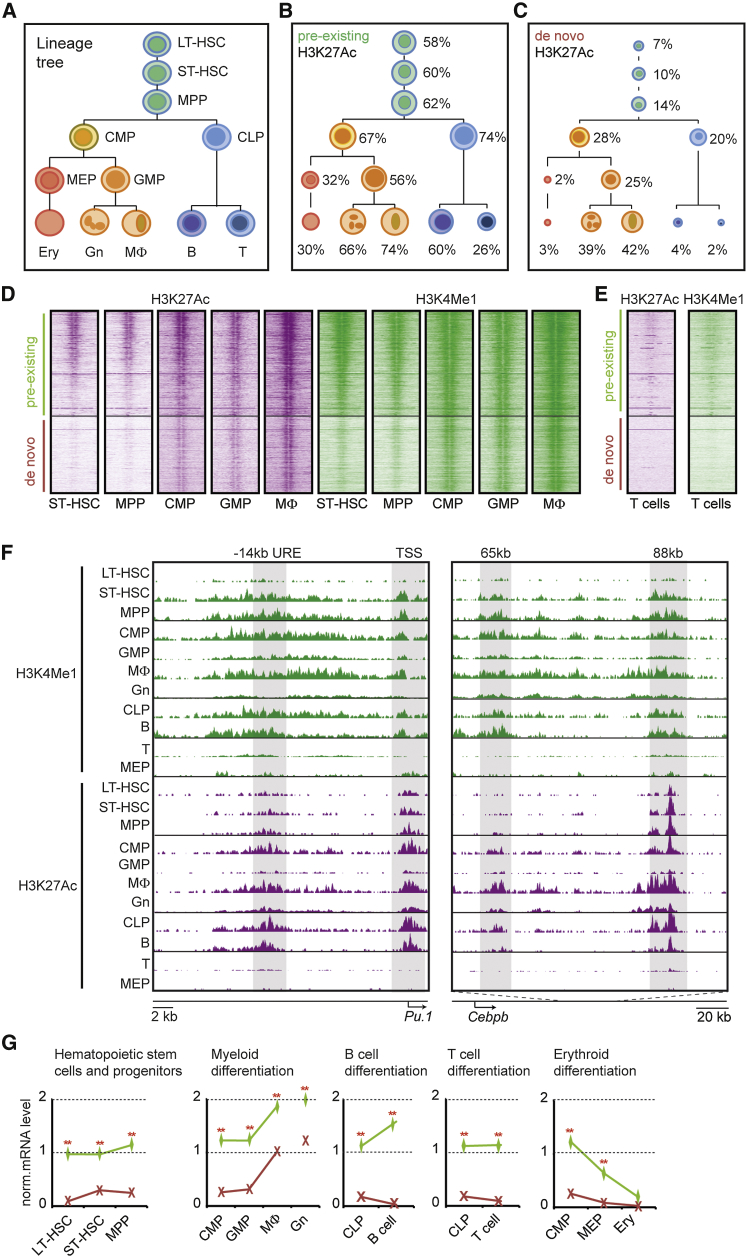
Distribution of Active Myeloid Enhancers during Hematopoietic Differentiation (A) Cartoon depicting blood cell lineage specification. (B and C) Percentage of pre-existing and de novo macrophage enhancers intersecting with enhancers decorated with H3K27Ac in different hematopoietic progenitors and differentiated cell types. The size of the circles relative to circles in (A) indicates the percentage of representation. See also Figures S6A and S6B. (D) Heatmaps visualizing H3K27Ac and H3K4Me1 decoration at pre-existing and de novo enhancers during myeloid differentiation. Window, 6,000 bp; bin, 100. (E) As in (D), but for T cells. (F) Screenshots of H3K4Me1 and H3K27Ac profiles at selected C/EBPα-bound enhancers of *Pu.1* and *Cebpb* in the indicated hematopoietic cell types. (G) Median mRNA levels of genes nearest either pre-existing (green lines; n = 318) or de novo (red lines; n = 103) enhancers in different hematopoietic stem/progenitors and differentiated cells. Statistical analysis by Wilcoxon rank-sum test, ^∗∗^p < 0.001. See also Figures S6C and S6D.

**Figure 7:**
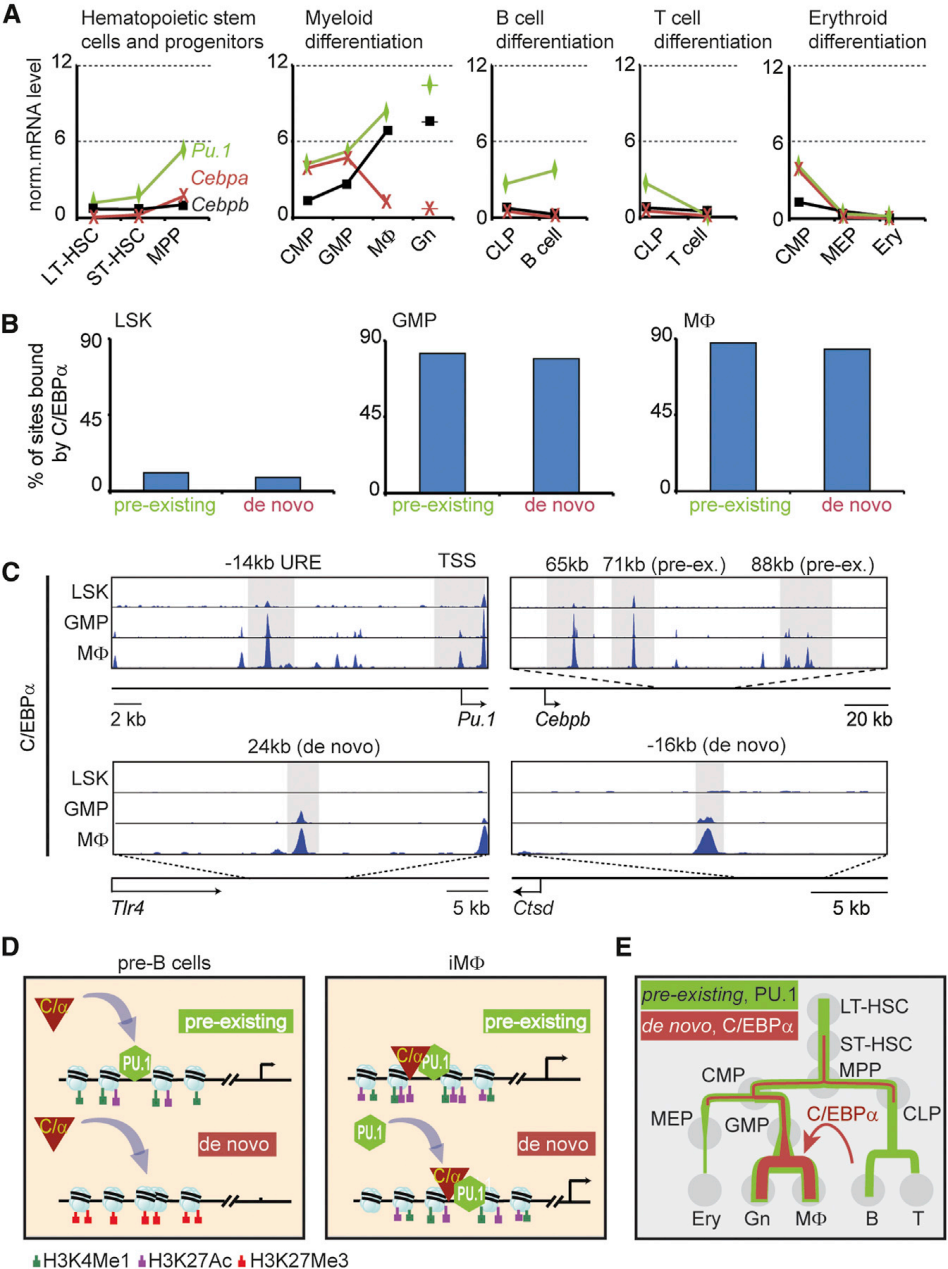
Expression Kinetics of Genes Associated with Pre-existing and De Novo Enhancers during Hematopoiesis (A) mRNA levels of *Pu.1*, *Cebpa*, and *Cebpb* in different hematopoietic stem/progenitor cell types, based on RNA-seq data (Lara-Astiaso et al., 2014). (B) Percentages of pre-existing or de novo enhancers bound by C/EBPα in early hematopoietic progenitors (Lin- Sca-1+ Kit+, LSK cells), GMPs, or primary MΦ. (C) Screenshots of C/EBPα bound to selected enhancers of *Pu.1*, *Cebpb*, *Tlr4*, and *Ctsd* in the indicated hematopoietic cell types. Pre-ex., pre-existing. (D) Pre-existing and de novo myeloid enhancers in pre-B cells and iMΦ, showing PU.1 occupancy, binding sites targeted by incoming C/EBPα (curved arrows), enhancer states, and gene expression. Nucleosomes are indicated by light blue balls. (E) Artist’s rendering of the trajectory of activated pre-existing enhancers within the hematopoietic lineage tree (in green) and de novo enhancers (in red). The arrow depicts how C/EBPα short circuits the two trajectories when expressed in pre-B cells.

# Supplementary material for: C/EBPα Activates Pre-existing and De Novo Macrophage Enhancers during Induced Pre-B Cell Transdifferentiation and Myelopoiesis
**Source:** Stem Cell Reports. 2015 Jul 30;5(2):232–47. doi: 10.1016/j.stemcr.2015.06.007
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S6

Stem Cell Reports

Supplemental Information

# **C/EBP $\alpha$ Activates Pre-existing and De Novo Macrophage Enhancers during Induced Pre-B Cell Transdifferentiation and Myelopoiesis**

Chris van Oevelen, Samuel Collombet, Guillermo Vicent, Maarten Hoogenkamp, Cyrille Lepoivre, Aimee Badeaux, Lars Bussmann, Jose Luis Sardina, Denis Thieffry, Miguel Beato, Yang Shi, Constanze Bonifer, and Thomas Graf

Figure S1

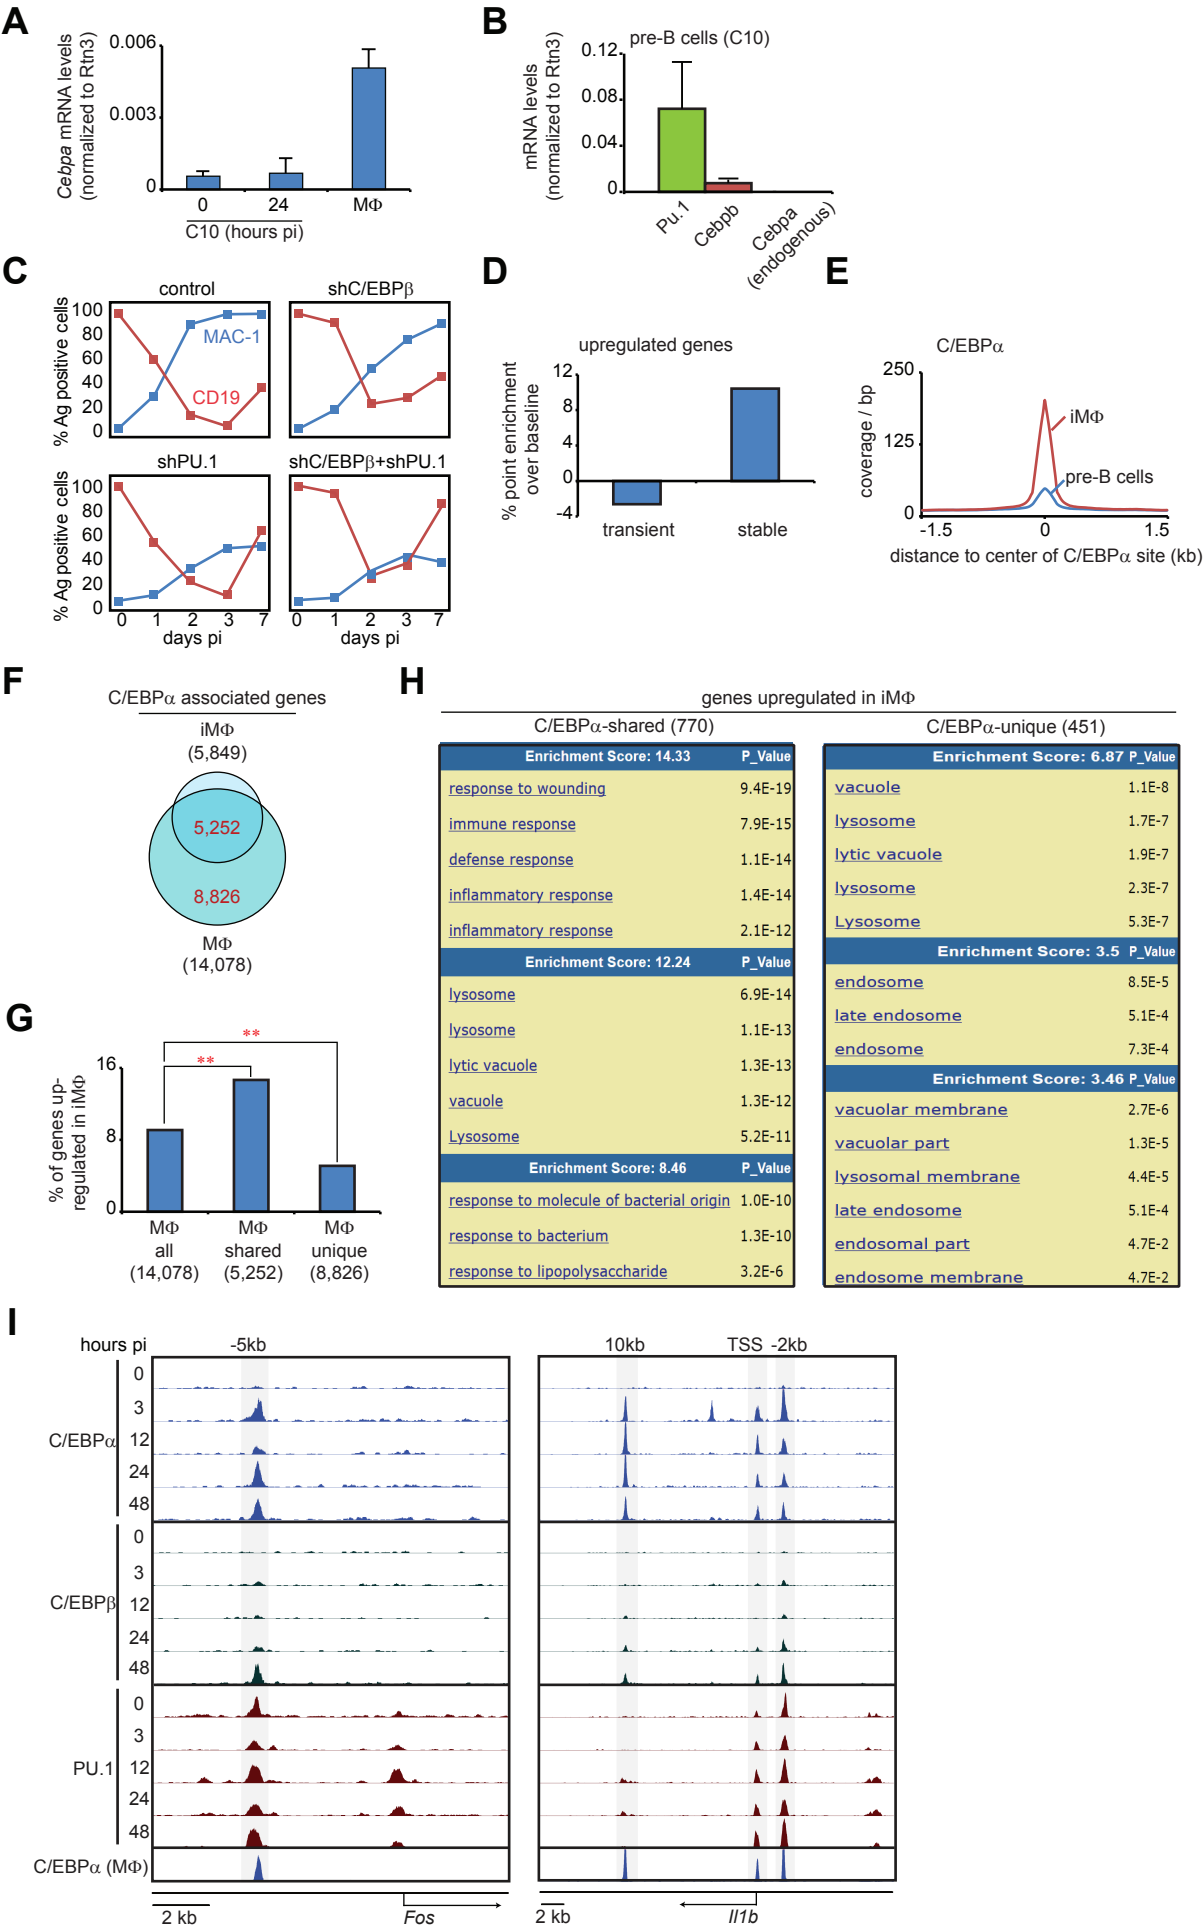

# Figure S2

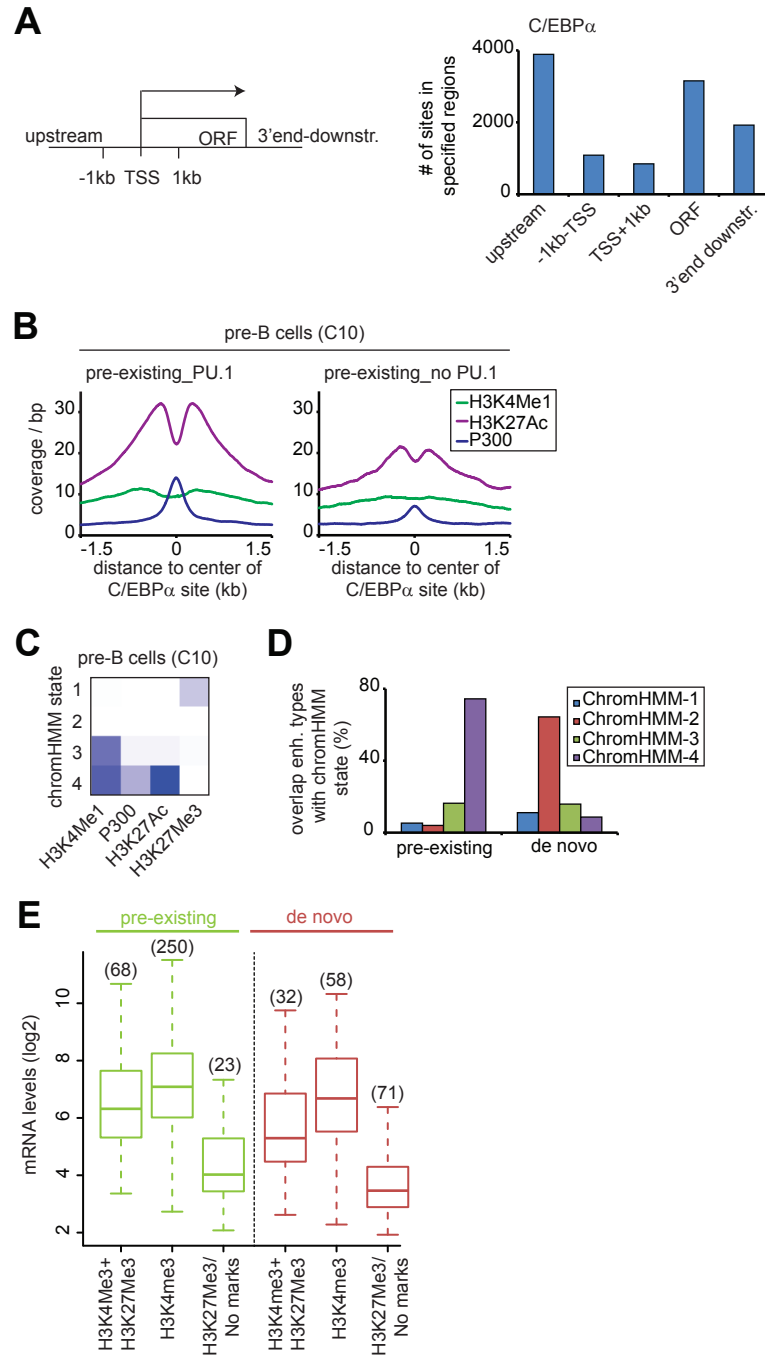

Figure S3

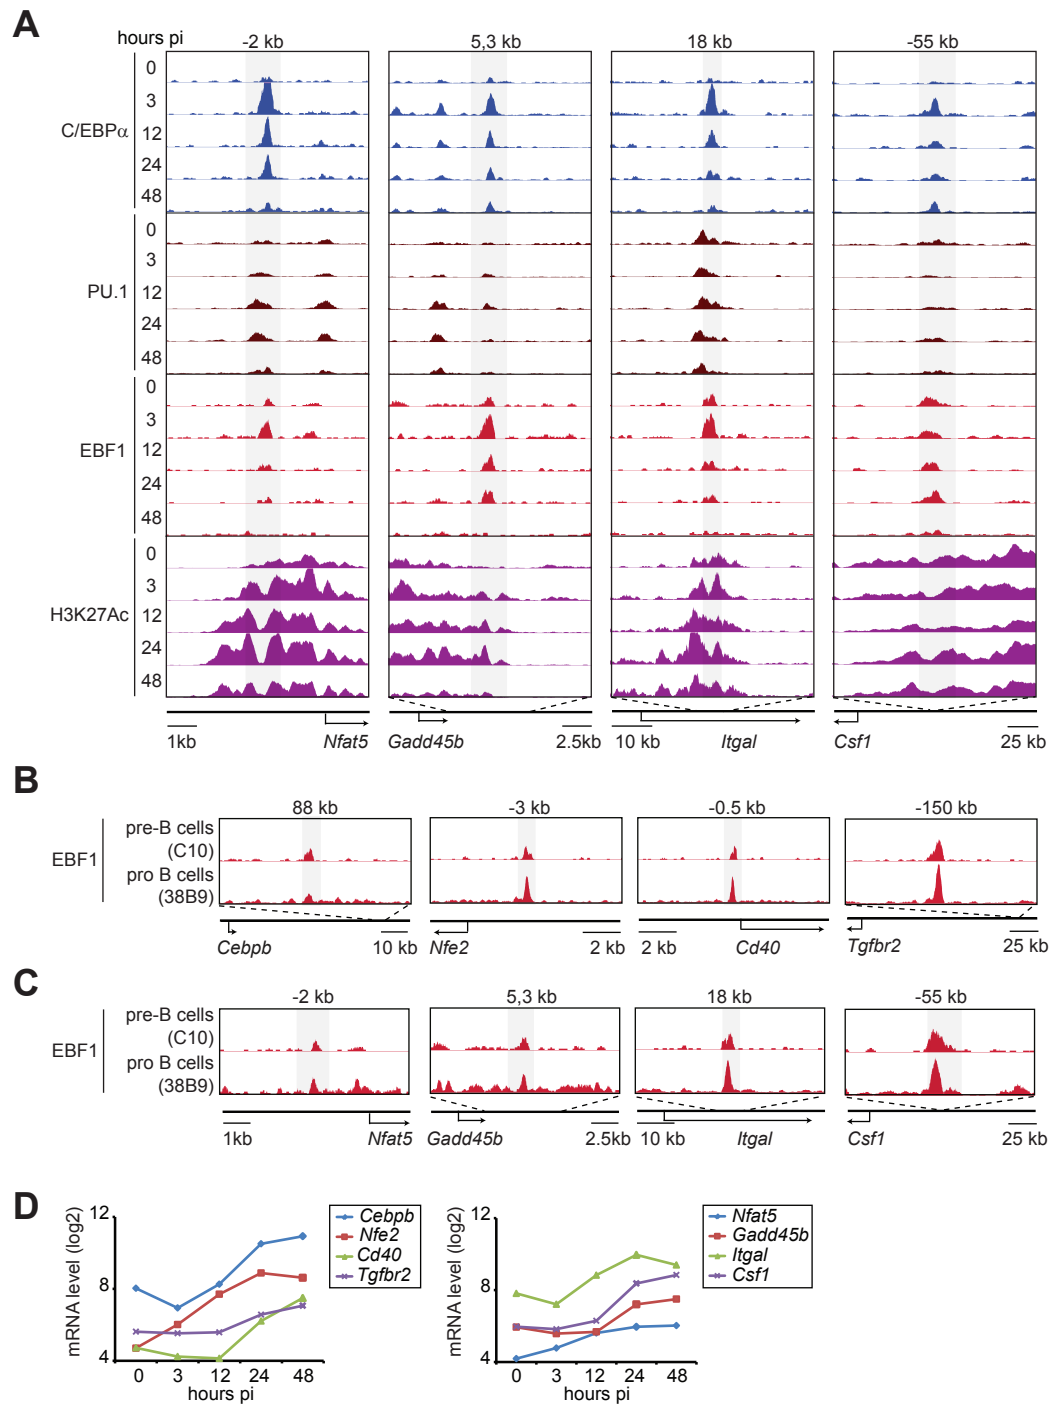

Figure S4

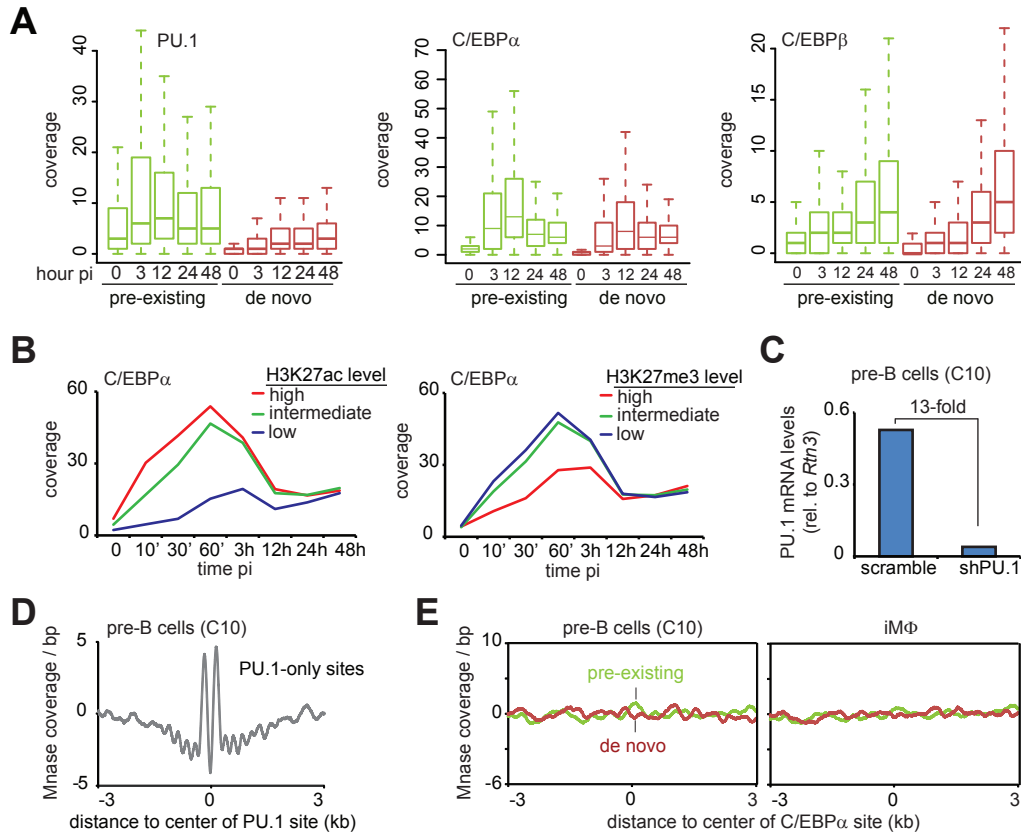

Figure S5

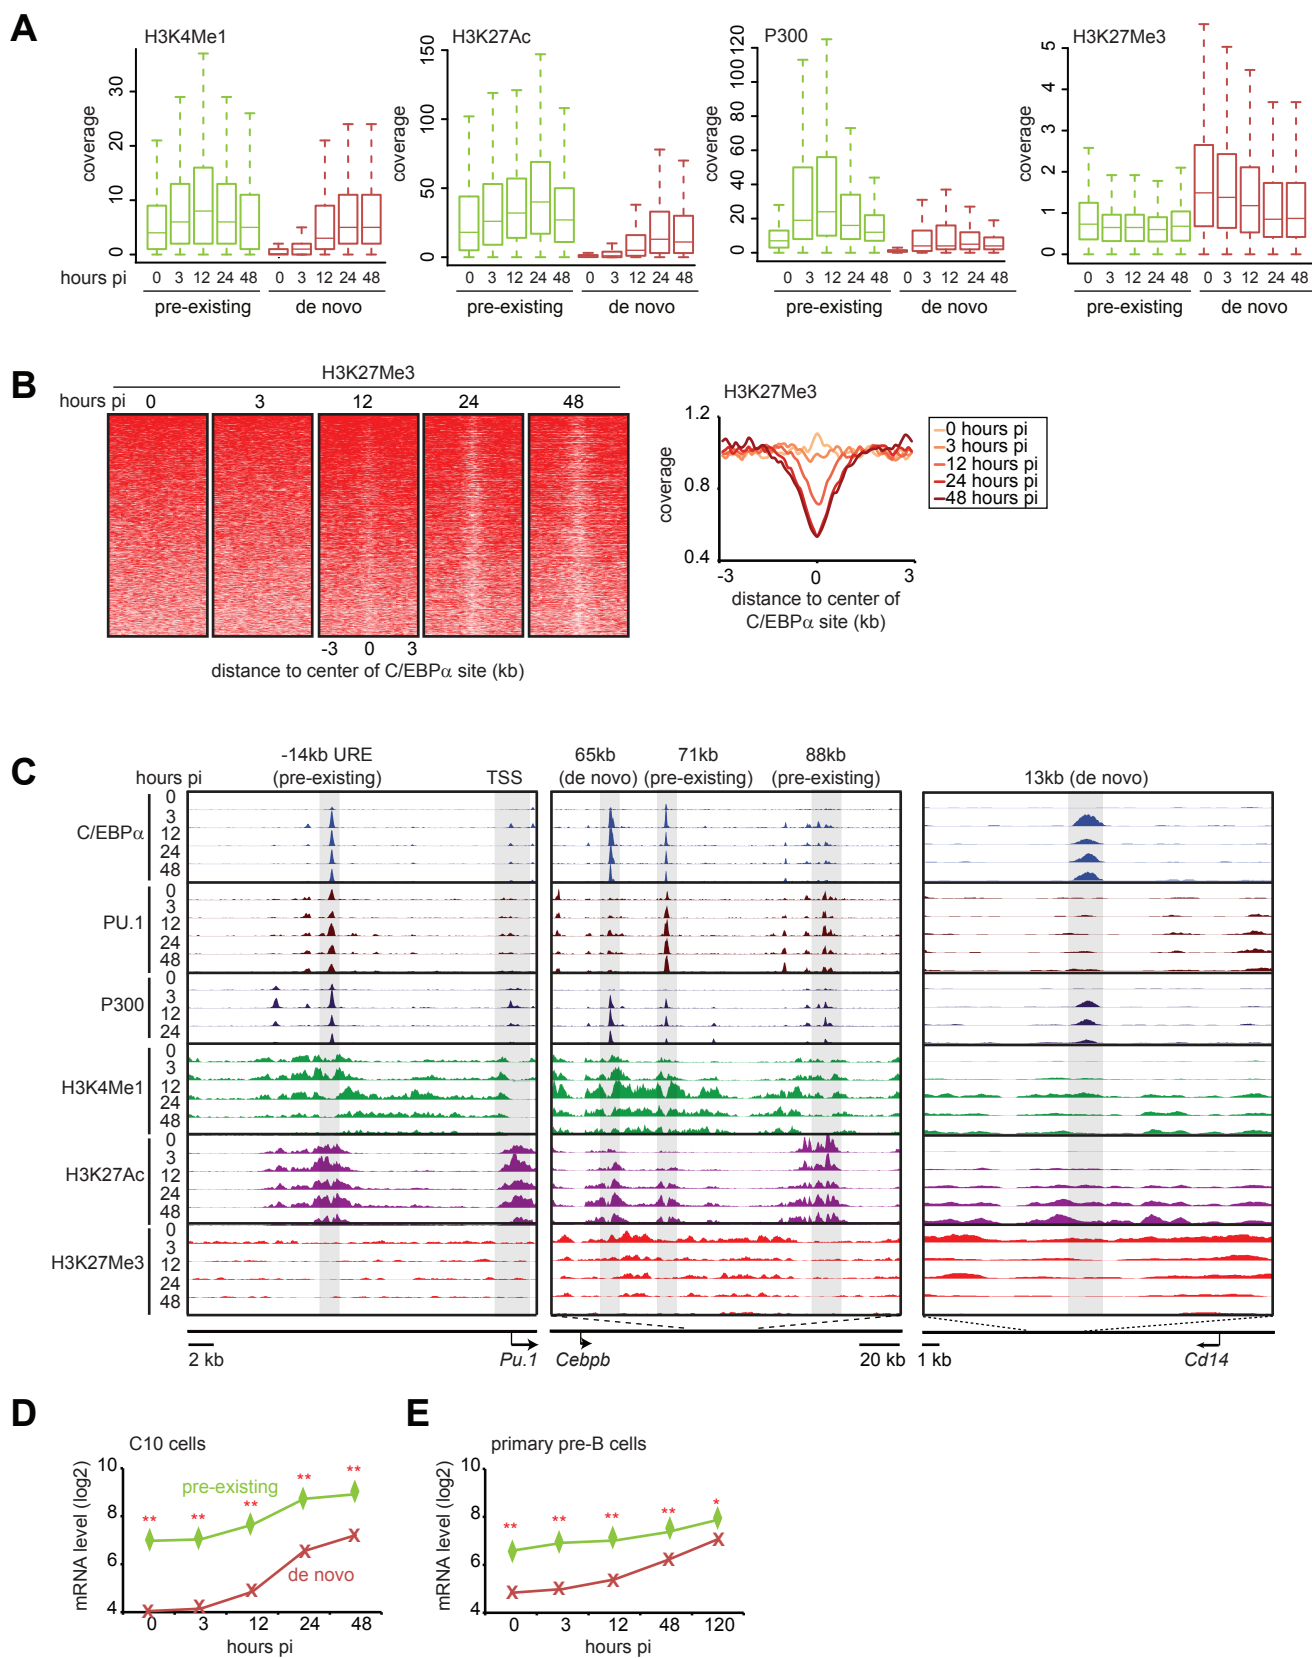

Figure S6

**A**

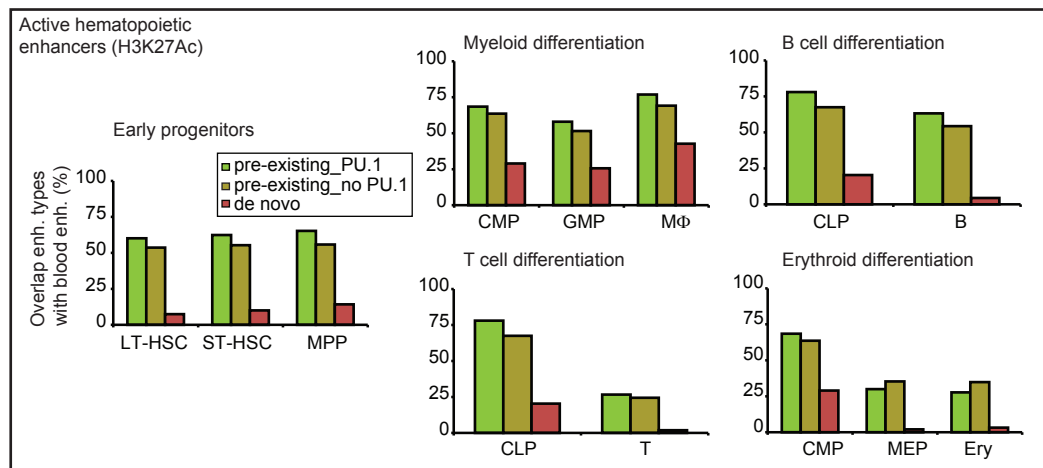

**B**

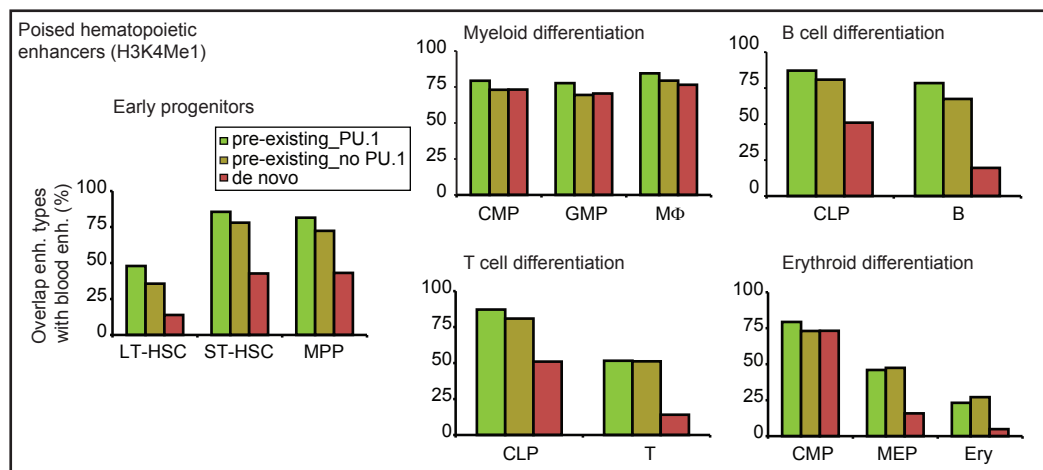

**C**

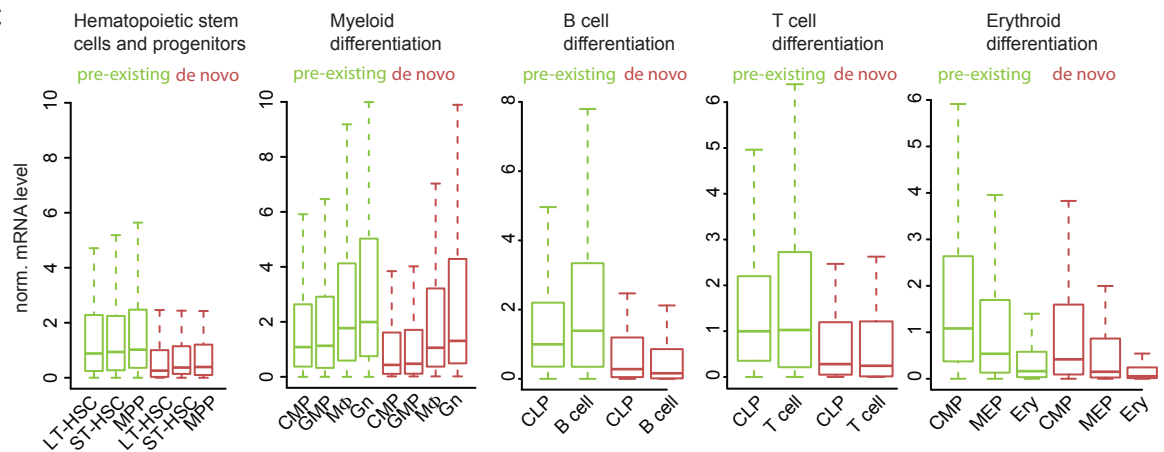

**D**

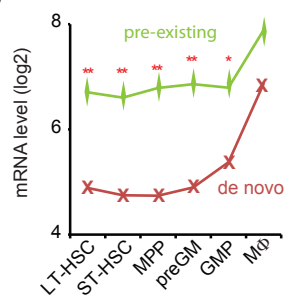

## Supplemental Figures

### Supplemental Figure S1. PU.1 and C/EBP $\beta$ are required for B cell to macrophage transdifferentiation and characterization of C/EBP $\alpha$ binding sites.

(A+B) Expression of C/EBP $\alpha$  (exogenous and endogenous) in C10 cells (0 and 24 hours pi) and primary M $\Phi$  (A) and *Pu.1*, *Cebpb* and *Cebpa* (endogenous) in uninduced pre B cells (B) as measured by qRT-PCR (technical triplicates) normalized to the mRNA levels of *Rtn3*. Data are represented as mean  $\pm$  SEM. (C) Percentage of CD19 or MAC-1 positive cells (antigen: Ag) was determined by FACS after ablation of C/EBP $\beta$ , PU.1 or both. (D) C/EBP $\alpha$  sites (n=54,198) were grouped based on either transient or stable C/EBP $\alpha$  binding (stable binding: up to 48 hours pi). For each group the number of sites nearest upregulated genes was calculated, compared to all sites (baseline) and expressed as percent point difference. (E) C/EBP $\alpha$  binding in uninduced B cells and iM $\Phi$  (48 hours pi). Center of binding=0, Window= 3kb, bin=1 (F) Venn diagram showing the intersection of C/EBP $\alpha$  associated genes in iM $\Phi$  (n=5,849) and primary macrophages (M $\Phi$ , n=14,078) by nearest gene approach (G) Percentage of all, shared or unique C/EBP $\alpha$  associated genes that become upregulated during transdifferentiation of primary B cells. Statistical analysis by hypogeometric distribution; two asterixes  $p<0.001$ . (H) Functional annotation analysis of shared (n=770, left panel) or unique (n=451, right panel) C/EBP $\alpha$  associated genes which become upregulated during transdifferentiation by DAVID. First three enrichment clusters of each group is shown (I) Screenshots of C/EBP $\alpha$ , C/EBP $\beta$  and PU.1 binding at enhancer regions associated with the *Fos* and *Il1b* genes in C10 cells induced for different times and C/EBP $\alpha$  binding in primary M $\Phi$ . Arrows indicate TSS and direction of transcription.

### Supplemental Figure S2. Chromatin state maps in uninduced B cells

(A) Genomic distribution of stable C/EBP $\alpha$  binding events (n=10,849) relative to the transcription start site (TSS) in induced M $\Phi$ . 

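Relative to the closest TSS of a protein-coding gene in GENCODE vM1, 3349 stable regions (38.3%, 95% interval 37.2% to 39.3%) lay further upstream than 1 kb and 1031 (11.8%, 11.1% to 12.5%) within 1 kb upstream. A total of 699 regions (7.99%, 7.43% to 8.57%) lay within 1 kb downstream, 2020 (23.1%, 22.2% to 24.0%) in the rest of the gene body, and 1654 (18.9%, 18.1% to 19.7%) beyond its 3′ end. Distances from the TSS exceeded 1000 bp at 80.2% of the regions, 10000 bp at 53.0%, and 100000 bp at 9.91%. PU.1 was present at 0 hpi at 40.7% (39.5% to 41.9%) of the regions more than 1000 bp from a TSS, and at 49.1% (46.8% to 51.5%) of the others.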

ORF: open reading frame (B) Coverage of H3K4Me1, H3K27Ac and P300 around *pre-existing* sites bound or not bound by PU.1. Window= 3 kb, bin: 1 bp (C) Chromatin

state map in uninduced B cells by ChromHMM. Number of states was pre-set to 4. **(D)** Comparison of *pre-existing* or *de novo* enhancers with ChromHMM state maps. **(E)** Distribution of mRNA levels of genes nearest *pre-existing* or *de novo* enhancers in uninduced C10 cells. Genes were subdivided based on promoter activity. Number of genes in brackets.

**Supplemental Figure S3. Binding of the B cell transcription factor EBF1 to myeloid enhancers.**

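C/EBPα was called at 60 min, 3, 12, 24 and 48 hpi at regions near *Nfat5* (8, 109815433 to 109815556), *Gadd45b* (10, 80398147 to 80398270), *Itgal* (7, 134457532 to 134457655) and *Csf1* (3, 107619063 to 107619186), the other loci of Figure S3A. C/EBPα reads within 200 bp per 10000000 at 0, 3 and 48 hpi were 13.5, 128 and 22.6 at *Nfat5*, 28.2, 102 and 57.8 at *Gadd45b*, 11.3, 62.0 and 15.1 at *Itgal*, and 7.89, 35.0 and 27.6 at *Csf1*. PU.1 was called at all 5 time points at *Itgal*, where its reads fell from 29.8 (18.4 to 45.5) at 0 hpi to 11.5 (5.92 to 20.0) at 48 hpi. At *Csf1* it was called only at 24 hpi, with 32.6 (23.0 to 44.9) reads.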

**(A)** Screenshots of C/EBP $\alpha$ , PU.1, EBF1 and H3K27Ac ChIPseq profiles at selected enhancer regions in C10 cells. **(B+C)** Screenshots of EBF1 binding at enhancer regions as shown in Figure 3F and panel A in uninduced C10 cells and a pro-B cell line (38B9). **(D)** Gene expression kinetics of genes associated with prospective myeloid enhancers bound by EBF1 (see Fig. 3F and panel A) by microarray.

**Supplemental Figure S4. C/EBP $\alpha$  and PU.1 binding kinetics and nuclease accessibility at macrophage enhancers during transdifferentiation.**

**(A)** Distribution of PU.1, C/EBP $\alpha$  and C/EBP $\beta$  coverage values of *pre-existing* or *de novo* enhancers at indicated times after induction. Values of the center position are shown. **(B)** Kinetics of C/EBP $\alpha$  (at center position) of *pre-existing* enhancers grouped by H3K27Ac levels or *de novo* enhancers grouped by H3K27Me3 levels at indicated times post induction. 10, 30 and 60 minutes, h: hours **(C)** *Pu.1* mRNA levels after ablation of PU.1 by shRNA in C10 cells as measured by qRT-PCR (technical triplicates) normalized to the mRNA levels of the *Rtn3* gene. **(D)** Average profile of MNase resistant DNA at PU.1 sites devoid of C/EBP $\alpha$  and C/EBP $\beta$  binding (n=8,765) in pre-B cells. Profiles were generated as in Figs. 4F,G. **(E)** Average profile of MNase resistant DNA at random positions in the genome. Profiles were generated as in Figs. 4F,G.

**Supplemental Figure S5. Chromatin kinetics at macrophage enhancers during transdifferentiation**

(A) Distribution of H3K4Me1, H3K27Ac, P300, and H3K27Me3 coverage values at center position of *pre-existing* or *de novo* enhancers at indicated times after induction. (B) Heatmaps visualizing H3K27Me3 decoration at *de novo* enhancers at different hours pi. of C10 cells. Window size: 6000 bp, bin size: 100. Right panel: coverage of H3K27Me3 around *de novo* enhancers. (C) Screenshots of selected enhancers, showing C/EBP $\alpha$ , PU.1, P300, H3K4Me1, H3K27Ac and H3K27Me3 profiles in C10 cells. (D+E) Median mRNA levels of genes nearest *pre-existing* or *de novo* enhancers during transdifferentiation of C10 cells (D) and primary pre-B cells (E). Statistical analysis by Wilcoxon test; one asterix,  $p < 0.01$ , two asterixes  $p < 0.001$ .

#### **Supplemental Figure S6. Enhancer activity of macrophage enhancers during hematopoiesis.**

(A+B) Bar graph showing the percentage of indicated enhancer type (see text and Figure 2) intersecting with enhancers either decorated with H3K4Me1 or H3K27Ac in various hematopoietic progenitors and differentiated cells. (C) Distribution of mRNA values of genes associated with *pre-existing* or *de novo* type enhancers in various hematopoietic progenitors and differentiated cells. (D) Similar as panel C but using cell samples prepared in slightly different ways and analyzed for gene expression by Affymetrix arrays (Di Tullio et al. 2011).

#### **Supplemental Movie S1.**

Transdifferentiation in action. The video shows a culture of C10 cells labeled with green fluorescent protein (GFP) surrounded by red fluorescent yeast (*Candida albicans*). As the transcription factor C/EBP $\alpha$  is activated within the B cells these aggregate and turn into macrophages that ingest the yeast, so that 51 hours after activation all pathogens became eaten. The microscope used for the acquisition was a Zeiss Cell Observer HS.

#### **Supplemental Tables**

**Table S1:** Summary of peak calling statistics of transcription factors and chromatin marks by HOMER.

**Table S2:** Peaks characteristics, annotation and gene expression of nearest genes of C/EBP $\alpha$

enriched regions in induced macrophages (iM $\Phi$ ).

**Table S3:** Genomic coordinates of USCS screenshot examples and tested loci for ChIP (Refseq mm9/10).

**Table S4:** Primer sequences

## **Supplemental Experimental Procedures**

### **Antibodies for ChIP-seq**

Antibodies against C/EBP $\alpha$  (sc-61), C/EBP $\beta$  (sc-150), PU.1 (sc-352) and P300 (sc-585) were purchased from Santa Cruz Biotechnologies and against EBF1 (abnova1879) from Abnova. An antibody against H3K4Me1 (037-050) was purchased from Diagenode; antibody to H3K27Ac (ab4729) was purchased from Abcam (Cambridge UK) and to H3K27Me3 (17-622) from Millipore.

### **MNase-seq**

To generate mononucleosomal DNA fragments, C10 cells were washed and resuspended in Buffer A (15 mM Tris-HCl pH: 7.5, 60 mM KCl, 15 mM NaCl, 2 mM CaCl<sub>2</sub>, 150 mM Sucrose, 0.15 mM spermin and 0.5 mM spermidin, lysolecithin at 0.5 mg/ml) for 1 min at 37 ° C. Then 30, 90, 200 and 300 units/ml of MNase were added and incubated for 2 min at 37° C. After stopping the reaction with 40 mM EDTA cells were lysed in Buffer B (50 mM Tris-HCl, pH: 8, 20 mM EDTA, 1% SDS), treated with RNase A and Proteinase K, DNA extracted with phenol-chlorophorm and precipitated. The DNA was run on an agarose gel (1% in TAE 1x) and the mononucleosomal band was excised, purified and used to prepare libraries.

### **Processing of ChIPseq and MNase data**

To detect enriched regions we used HOMER (<http://homer.salk.edu/homer/ngs/index.html>) (Heinz et al. 2010) with the following settings: For factor binding (C/EBP $\alpha$ , C/EBP $\beta$ , PU.1, P300 and EBF1)

the peak localization/shape option was set to center and the style option to factor. For H3K4Me1, H3K4Me3 and H3K27Ac chromatin marks the style option was set to histone, the size option was set to 1000 and the minDist option was set to 1000. For H3K27Me3, the style option was set to histone, the size option was set to 5000 and the minDist option was set to 5000.

An overlap between C/EBP $\alpha$  enriched regions was defined by requiring the start or end position of an enriched region to lie between the start and end position of another enriched region (i.e. a minimal overlap of 1 bp). Coordinates of the shared region were merged and defined by the lowest and highest boundary. In this way, non-redundant binding sites for C/EBP $\alpha$  were identified by combining enriched regions of indicated time points post induction. Intersection of these non-redundant C/EBP $\alpha$  regions with histone marks required an overlap of 1 bp. Because coordinates of enriched C/EBP $\alpha$  regions were identified with the center option (see HOMER: <http://homer.salk.edu/homer/ngs/index.html>) for details and Supplemental Table 1, Supplemental Table 2: length of enriched regions), which defines a minimal centered region of the peak, intersection of these regions with other enriched regions of selected factors was defined as being in the proximity of maximally 1000 bp relative to start or end coordinate.

### **Heatmaps and average binding profiles**

The position of aligned reads was extended by adding 150 bp to 5'-3' aligned reads or subtraction of 150 bp from the position of 3'-5' aligned reads. Data files in bed format were converted to Wig format using 'in house' awk scripts and subsequently converted to BigWig files using the 'wigToBigWig' utility from USCS and visualized by the USCS browser.

To generate heatmaps of factor binding or chromatin marks selected regions were centered on C/EBP $\alpha$  binding 48 hours post induction (hours pi) and extended 3000 bp up- and down-stream. For each 6000 bp region the coverage of aligned tags was calculated at 1 bp resolution and summed per 100 bp bin relative to the central position using Bedtools (Quinlan and Hall 2010) and "in house" awk/perl scripts. Matrix files were visualized using Treeview (Saldanha 2004).

To generate average profiles of factor binding or chromatin modifications selected regions were centered on the median position of the non-redundant C/EBP $\alpha$  binding sites and extended 3000 bp up and downstream. The average coverage was calculated per 1 bp bin relative to the central position. The maximum coverage value within the extended region (6000 bp) of each profile was plotted in either column or line graphs. For H3K27Me3 the coverage value of the center position was plotted.

To generate average profiles of MNase treated chromatin selected regions were centered on PU.1 at 48 hours pi. For each MNase profile we calculated the median value within the 6000 bp window and applied a median background subtraction. Control MNase profiles were generated by selecting random sites within 6000 bp used to generate PU.1 centered average MNase profiles. Graphs were based on the entire 6000 bp region.

### **GEO data tracks**

GEO data tracks GSM1223648 (C/EBP $\alpha$  in primary macrophages) (Zhang et al. 2013) and GSM499030 (EBF1 in preB cells (Treiber et al. 2011), were re-aligned (mm9) using Bowtie without mismatches. Series GSE60103 (H3K4Me1 and H3K27Ac in blood cells) (Lara-Astiaso et al. 2014), GSM1054815 (C/EBP $\alpha$  in Lsk) and GSM1187163 C/EBP $\alpha$  in GMP) (Hasemann et al. 2014) were re-aligned (mm10) using Bowtie2 standard settings. HOMER was used to detect enriched regions with the peak localization/shape option set to center and the style option set to factor for PU.1 peaks. For H3K4Me1 and H3K27Ac chromatin marks the style option was set to histone, the size option was set to 1000 and the minDist option was set to 1000. To convert mm9 to mm10 coordinates liftOver utility of UCSC was used with standard settings. GEO data GSE52373 (C/EBP $\alpha$  in primary B cells) (Di Stefano et al. 2013) and GEO data track mentioned above were converted to bigwig files using SRA toolkit from UCSC and uploaded to the UCSC browser.

### **Gene expression array analyses**

To correlate factor binding with gene expression we used the gene expression databases described previously (Bussmann et al. 2009; Di Tullio et al. 2011; Lara-Astiaso et al. 2014). Each factor binding sites was associated with the mRNA level of the nearest gene defined in RefSeq (mm9). For subsets of sites, duplicate genes within each subset were removed and the median mRNA level of unique genes for each subset calculated. To correlate the spatial association of sustained C/EBP $\alpha$  binding sites with up-, down-regulated genes and all genes, genes were counted that are in the neighborhood of C/EBP $\alpha$  binding sites with windows of increasing size centered on these sites and expressed as a proportion of all genes for each group. Up-regulated genes were defined if the ratio of mRNA levels of 48 and 0 hours pi was  $\geq 2$ , whereas down-regulated genes were defined as  $\leq 0.5$ . To test for statistical differences in mRNA levels between subsets of genes we applied the Wilcoxon test, two-tailed, alpha level: 0.05.

### Supplemental References

- Quinlan AR, Hall IM. 2010. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**: 841-842.
- Saldanha AJ. 2004. Java Treeview--extensible visualization of microarray data. *Bioinformatics* **20**: 3246-3248.

# Supplementary material for: C/EBPα Activates Pre-existing and De Novo Macrophage Enhancers during Induced Pre-B Cell Transdifferentiation and Myelopoiesis
**Source:** Stem Cell Reports. 2015 Jul 30;5(2):232–47. doi: 10.1016/j.stemcr.2015.06.007
**Supplement:** Document S2. Article plus Supplemental Information

# C/EBP $\alpha$ Activates Pre-existing and De Novo Macrophage Enhancers during Induced Pre-B Cell Transdifferentiation and Myelopoiesis

Chris van Oevelen,<sup>1,\*</sup> Samuel Collombet,<sup>2</sup> Guillermo Vicent,<sup>1</sup> Maarten Hoogenkamp,<sup>3</sup> Cyrille Lepoivre,<sup>4</sup> Aimee Badeaux,<sup>5</sup> Lars Bussmann,<sup>1</sup> Jose Luis Sardina,<sup>1</sup> Denis Thieffry,<sup>2</sup> Miguel Beato,<sup>1</sup> Yang Shi,<sup>5</sup> Constanze Bonifer,<sup>3</sup> and Thomas Graf<sup>1,\*</sup>

<http://dx.doi.org/10.1016/j.stemcr.2015.06.007>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/4.0/>).

## SUMMARY

Transcription-factor-induced somatic cell conversions are highly relevant for both basic and clinical research yet their mechanism is not fully understood and it is unclear whether they reflect normal differentiation processes. Here we show that during pre-B-cell-to-macrophage transdifferentiation, C/EBP $\alpha$  binds to two types of myeloid enhancers in B cells: pre-existing enhancers that are bound by PU.1, providing a platform for incoming C/EBP $\alpha$ ; and de novo enhancers that are targeted by C/EBP $\alpha$ , acting as a pioneer factor for subsequent binding by PU.1. The order of factor binding dictates the upregulation kinetics of nearby genes. Pre-existing enhancers are broadly active throughout the hematopoietic lineage tree, including B cells. In contrast, de novo enhancers are silent in most cell types except in myeloid cells where they become activated by C/EBP factors. Our data suggest that C/EBP $\alpha$  recapitulates physiological developmental processes by short-circuiting two macrophage enhancer pathways in pre-B cells.

## INTRODUCTION

The discovery that transcription factors (TFs) can convert somatic cells into both specialized and induced pluripotent stem cells (iPSCs) has revolutionized stem cell research and promises to have major clinical applications (Graf and Enver, 2009; Yamanaka and Blau, 2010). Lineage-instructive TFs activate and repress tissue-specific genes by recognizing sequence-specific DNA consensus motifs contained within enhancers and promoters (Ptashne, 2007). They establish gene regulatory networks (GRNs) of the novel gene expression program while dismantling those of the old program, involving the formation of feedforward, cross-inhibitory, and auto-regulatory loops (Bertrand and Hobert, 2010; Davidson, 2010; Graf and Enver, 2009; Holmberg and Perlmann, 2012). However, how these processes are coordinated and whether they recapitulate normal development remain unclear (Vierbuchen and Wernig, 2011), especially as neither TF-induced lineage conversions nor iPSC reprogramming appear to retrace normal developmental pathways (Apostolou and Hochedlinger, 2013; Di Tullio et al., 2011; Ladewig et al., 2013; Vierbuchen and Wernig, 2011).

Lineage-instructive TFs act through synergistic and cross-antagonistic interactions, are typically able to access closed chromatin (Zaret and Carroll, 2011), preferentially target sites with specific histone mark combinations, and bind to either nucleosome-depleted or nucleosome-dense re-

gions (Soufi et al., 2012; Taberlay et al., 2011; Wapinski et al., 2013). However, what establishes these chromatin configurations in the first place and what proportion of the incoming reprogramming factors interacts with pre-existing TF complexes are largely unknown. A major reason for these gaps in our knowledge is that cell conversion frequencies in most cell systems are low, complicating efforts to study early events in a time-resolved fashion.

An exception is the transdifferentiation of pre-B/B cells into macrophages induced by the leucine zipper-type TF C/EBP $\alpha$ , which is arguably the most efficient and rapid system described so far (Bussmann et al., 2009; Di Tullio and Graf, 2012; Xie et al., 2004). C/EBP $\beta$ , like C/EBP $\alpha$ , can likewise induce B cell transdifferentiation into macrophages (Bussmann et al., 2009; Xie et al., 2004), but the two factors also have non-redundant functions. Mice ablated for C/EBP $\alpha$  die shortly after birth because they lack granulocyte/macrophage progenitors (GMPs, precursors of neutrophil granulocytes and macrophages, two closely related myeloid cell types) as well as granulocytes, while C/EBP $\beta$ -knockout animals are fully viable but contain macrophages and B cells with functional defects (Chen et al., 1997; Tanaka et al., 1995). C/EBP $\alpha$  cooperates with PU.1 (Spi1) to regulate myeloid gene expression (Friedman, 2007), the two factors interact physically (Reddy et al., 2002), and a combination of C/EBP $\alpha$  and PU.1 converts fibroblast into macrophage-like cells (Feng et al., 2008). The *Pu.1* gene encodes an Ets family TF specifically expressed in the early

stages of hematopoiesis and its knockout generates mice that lack both myeloid and lymphoid cells (Scott et al., 1994). Low-level expression of PU.1 in hematopoietic precursors induces B cell differentiation, whereas high levels favor myeloid differentiation (DeKoter and Singh, 2000).

Here we have analyzed, in a time-resolved manner, how C/EBP $\alpha$  establishes a myeloid expression program in pre-B cells, and we found that it binds to both pre-existing enhancers occupied by PU.1 and de novo enhancers where it acts as a pioneer factor. Strikingly, the combined activation of these enhancer types, regulating the expression of nearby macrophage genes, recapitulates the activation of myeloid enhancers and associated genes during normal hematopoiesis.

## RESULTS

### C/EBP $\alpha$ Induces High-Level Expression of *Pu.1* and *Cebpb*

To study how C/EBP $\alpha$  induces transdifferentiation, we used two pre-B cell lines that express an inducible C/EBP $\alpha$ ER fusion protein tagged with either human CD4 (hCD4; C11 cells) or GFP (C10 cells). In both lines, treatment with 17 beta-estradiol ( $\beta$ -Est) shuttles C/EBP $\alpha$ ER into the nucleus and induces the formation of macrophage-like cells within 2 to 3 days (Bussmann et al., 2009). Importantly, C/EBP $\alpha$  mRNA levels in C10 cells at 0 hr post-induction (hpi) or 24 hpi did not exceed C/EBP $\alpha$  levels observed in primary macrophages (M $\Phi$ ) (Figure S1A). To monitor two important myeloid regulators known to cooperate with C/EBP $\alpha$ , we tested the expression levels of *Cebpb* and *Pu.1*. These genes were expressed at low to intermediate levels in pre-B cells (Figure S1B) and became upregulated within 3–12 hpi (Figure 1A). As C10 cells become transgene independent 24 hpi (Bussmann et al., 2009), i.e., before the expression of endogenous C/EBP $\alpha$  (Figure 1A), we determined whether the rapid activation of C/EBP $\beta$  and PU.1 is necessary for transdifferentiation. We generated C11 cells stably expressing a short hairpin RNA (shRNA) against C/EBP $\beta$ , PU.1, or both. Cells were induced with  $\beta$ -Est and analyzed by fluorescence-activated cell sorting (FACS) for the presence of Cd19 and Mac-1 (CD11b) at different days thereafter. At 3 days post-induction (dpi), the knock-down of C/EBP $\beta$  and of PU.1 resulted in a 35% and 50% reduction in the formation of Mac-1<sup>+</sup>Cd19<sup>+</sup> cells, respectively, while deleting both factors further enhanced the effect. At 7 dpi, Mac-1 expression in shC/EBP $\beta$  cells caught up with wild-type levels, whereas cells expressing shPU.1 exhibited extensive cell death (Figures 1B and S1C). These data show that C/EBP $\alpha$  rapidly upregulates *Pu.1* and *Cebpb*, that PU.1 is necessary to establish the myeloid GRN, and that C/EBP $\beta$  plays a more minor role.

### A Limited Set of Sites Stably Bound by C/EBP $\alpha$ Correlates with the Upregulation of Macrophage Genes

To explore the mechanism by which C/EBP $\alpha$  turns on the myeloid program in pre-B cells, we treated C10 cells for different times with  $\beta$ -Est and performed chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) experiments, using antibodies to C/EBP $\alpha$ , C/EBP $\beta$ , and PU.1 (Table S1 gives a summary of ChIP-seq results and peak calling). A total of 54,198 non-redundant C/EBP $\alpha$ -enriched regions could be detected during the time course of which 10,849 sites were stably bound (i.e., up to 48 hpi, Table S2), whereas the remaining sites were transiently bound. Genes nearest stable binding sites, but not transient sites, were enriched for upregulated genes (Figure S1D). In addition, using a sliding-window approach, we observed that 70% of upregulated genes were localized within 100 kb of a stable C/EBP $\alpha$ -binding site, whereas no such enrichment was seen for downregulated genes (Figure 1C). Motif analysis of the stable sites in 48-hpi cells (hereafter referred to as induced macrophages or iM $\Phi$ ) showed strong enrichment for consensus motifs of C/EBP and PU.1. The same sites also were enriched for AP-1 (Jun and Fos) and RUNX motifs, as previously reported (Figure 1D; Heinz et al., 2010) and more weakly enriched for EBF1 (Figure 1D; also see Figure 3). The majority of stable C/EBP $\alpha$  sites were co-occupied by C/EBP $\beta$  and PU.1 in iM $\Phi$ , and ~40% of these were pre-bound by PU.1 in pre-B cells, however, showing lower intensity signals (Figure 1E). Low-intensity signals in pre-B cells also were detectable for C/EBP $\beta$ , reflecting its low-level expression, as well as for C/EBP $\alpha$  (Figure S1E), suggesting some leakiness of the transgene.

A total of 10,849 C/EBP $\alpha$  sites were detected in iM $\Phi$  and 62,814 in bone-marrow-derived macrophages (M $\Phi$ ) (Zhang et al., 2013), showing 9,288 common sites (Figure 1F). The larger number of sites in M $\Phi$  compared to iM $\Phi$  cannot be explained by a higher sequencing depth (Table S1). However, these differences became smaller when the numbers of associated genes were compared as follows: C/EBP $\alpha$  sites combined with 5,849 and 14,078 genes in iM $\Phi$  and M $\Phi$ , respectively, and shared 5,252 genes (Figure S1F). The shared gene set was enriched for genes that became upregulated during transdifferentiation of primary B cells into macrophages (Di Tullio et al., 2011), whereas the gene set unique for M $\Phi$  (8,826) was actually depleted (Figure S1G). In addition, shared upregulated genes were enriched for gene ontology (GO) terms associated with myeloid function, while upregulated genes unique for M $\Phi$  were not (Figure S1H). The induced rapid and efficient conversion of pre-B cells into highly motile, aggregating, and phagocytic macrophages within 51 hr (Movie S1; Bussmann et al., 2009) further supports the interpretation that C/EBP $\alpha$

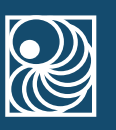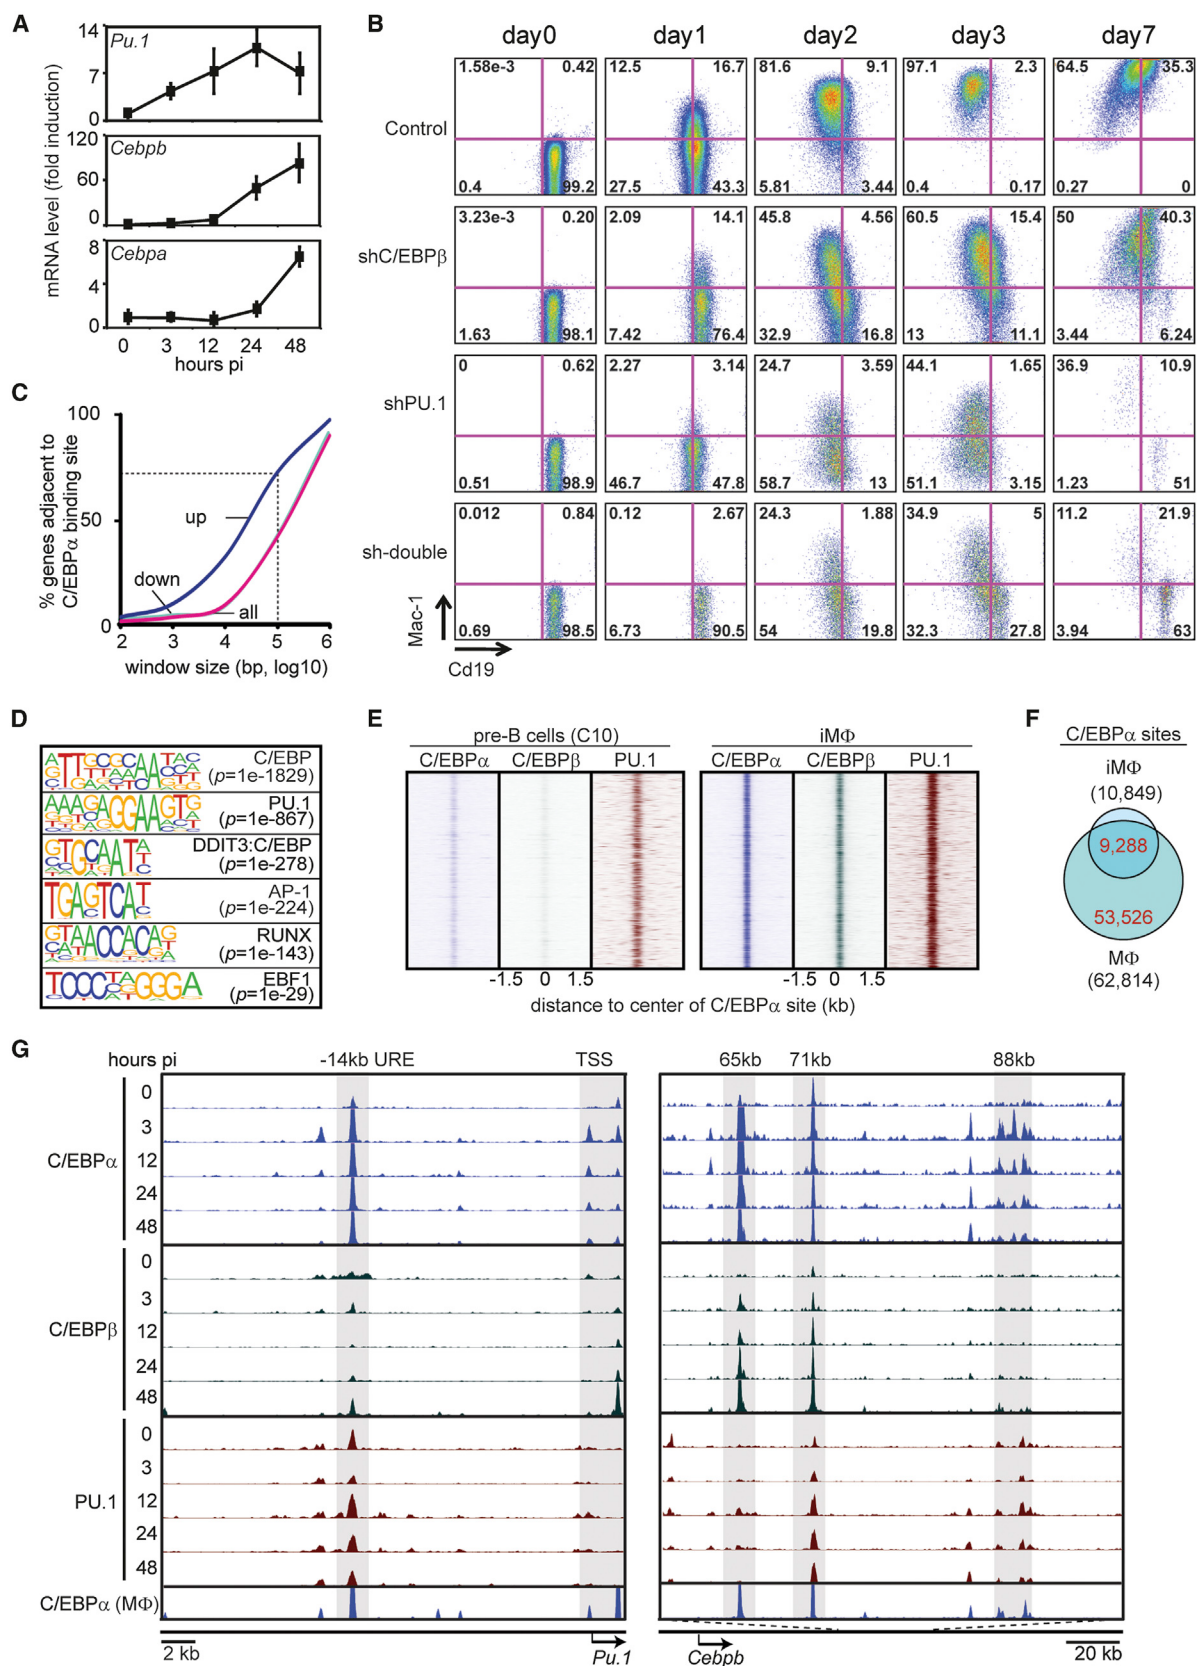

(legend on next page)

binds to a core set of enhancers in iMΦ required for myeloid cell specification.

The binding of C/EBPα, C/EBPβ, and PU.1 in induced C10 cells and of C/EBPα in primary MΦ is illustrated for the promoter and the –14-kb URE enhancer of the *Pu.1* gene (Yeaman et al., 2007), for three putative enhancers of *Cebpb* (Figure 1G), as well as for putative enhancers of *Fos* and *Il1b* (Figure S1I). (Genomic coordinates of these and other regions are described in Table S3.) Together, our data suggest that C/EBPα combined with C/EBPβ and PU.1 activates a core set of enhancers, shared between the cell line and primary macrophages, required to induce macrophage specification.

### Prospective Myeloid Enhancers in Pre-B Cells Fall into Two Broad Classes

To characterize the epigenetic status of prospective myeloid regulatory regions in pre-B cells, we performed ChIP-seq experiments for histone modifications characteristic of poised (H3K4Me1), active (H3K27Ac, P300), and repressed enhancers (H3K27Me3) (Creyghton et al., 2010; Rada-Iglesias et al., 2011), and we analyzed levels of these marks at C/EBPα sites away from the transcription start site (TSS), representing putative enhancers (Figure S2A). We observed two broad classes of prospective myeloid enhancers in pre-B cells as follows: (1) pre-existing enhancers that were decorated with H3K4Me1, H3K27Ac, and P300 and depleted for H3K27Me3 (Figure 2A); and (2) de novo enhancers that lacked any of the active enhancer marks but were instead often decorated with H3K27Me3 (Figure 2A). Similar results were obtained by performing ChromHMM analysis (Figure S2C; Ernst and Kellis, 2012) as an independent analytical approach demonstrating that pre-existing enhancers are enriched for activation marks, whereas de novo enhancers are depleted for activation marks and enriched for H3K27Me3 (Figure S2D). Approximately two-thirds of the pre-existing enhancers were bound by PU.1 and exhibited high levels of activation marks compared to sites not bound by PU.1 (Figure S2B). Importantly, we confirmed the presence of pre-existing- and de-novo-type

enhancers in primary B cells by using recently published ChIP-seq datasets (Figure 2B; Heinz et al., 2010; Lara-Astiaso et al., 2014). Furthermore, we confirmed binding of C/EBPα to selected pre-existing enhancers of the *Pu.1*, *Cebpb*, *Il1b*, *Ehd1*, and *Ifngr2* genes and to de novo enhancers of the *Mmp12*, *Cd14*, *Gbe1*, *Fos*, and *Fgd4* genes in primary pre-B cells induced to transdifferentiate (Figures 2C and 2D; Di Stefano et al., 2014).

To determine whether the enhancer activation state in pre-B cells correlates with gene expression, we first analyzed the promoter configuration of adjacent genes and found the following: 73% of the pre-existing enhancers paired with active promoters (as defined by the sole presence of H3K4Me3), 7% were decorated with inactive promoters (H3K27Me3 or no marks), and 20% were decorated with promoters containing a bivalent domain (H3K4Me3 and H3K27Me3) (Figure 2E). In contrast, only 36% of de novo enhancers paired with active promoters, 44% with inactive promoters, and 20% with bivalent promoters (Figures 2E and S2E). Based on these results, we redefined pre-existing enhancers as those that combine with active promoters and de novo enhancers as those that pair with inactive promoters. As expected, genes associated with pre-existing enhancers already were expressed at significant levels in pre-B cells and primary pre-B cells (Bussmann et al., 2009; Di Tullio et al., 2011), whereas genes associated with de novo enhancers only showed background expression levels (Figure 2F).

The finding that pre-B cells express genes associated with pre-existing enhancers predicts that PU.1 expression in cells devoid of PU.1 will selectively activate these genes. To test this, we expressed PU.1 in 3T3 fibroblasts (Figure 2G) and measured mRNA levels of a number of genes associated with either pre-existing or de novo enhancers. Supporting the hypothesis that PU.1 preferentially binds to pre-existing enhancers and activates associated genes, we observed that 6 of 11 pre-existing enhancer-associated genes tested were upregulated as compared to 2 of 10 de novo genes (Figure 2G; primer sequences are in Table S4).

### Figure 1. Upregulation of *Cebpb* and *Pu.1* Genes by C/EBPα and Effects of Their Knockdown on Transdifferentiation

- (A) Expression of endogenous *Pu.1*, *Cebpb*, and *Cebpa* RNA after β-Est induction of C10 cells as measured by qRT-PCR. Data are represented as mean ± SEM (independent triplicates) expressed as the fold induction relative to uninduced pre-B cells.
- (B) FACS plots of C11 pre-B cell carrying either a scrambled short hairpin knockdown construct (control) or constructs against C/EBPβ, PU.1, or both, and induced by β-est treatment. See also Figure S1C.
- (C) Percentage of upregulated or downregulated genes (>2-fold) within defined windows around C/EBPα sites. Dotted lines indicate that 70% of all upregulated genes are within 100 kb of a C/EBPα-binding site.
- (D) Significantly enriched sequence motifs at C/EBPα-binding sites as determined by HOMER.
- (E) Heatmaps visualizing C/EBPα, C/EBPβ, and PU.1 binding in pre-B cells and iMΦ. Window, 3 kb; bin, 10 bp. See also Figure S1E.
- (F) Venn diagram showing the intersection of C/EBPα sites in iMΦ (n = 10,849) and primary MΦ (n = 62,814).
- (G) Screenshots of C/EBPα, C/EBPβ, and PU.1 binding at selected enhancers in C10 cells and of C/EBPα in primary MΦ. Arrows indicate TSS, length of ORF, and direction of transcription. See also Figure S1I.

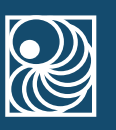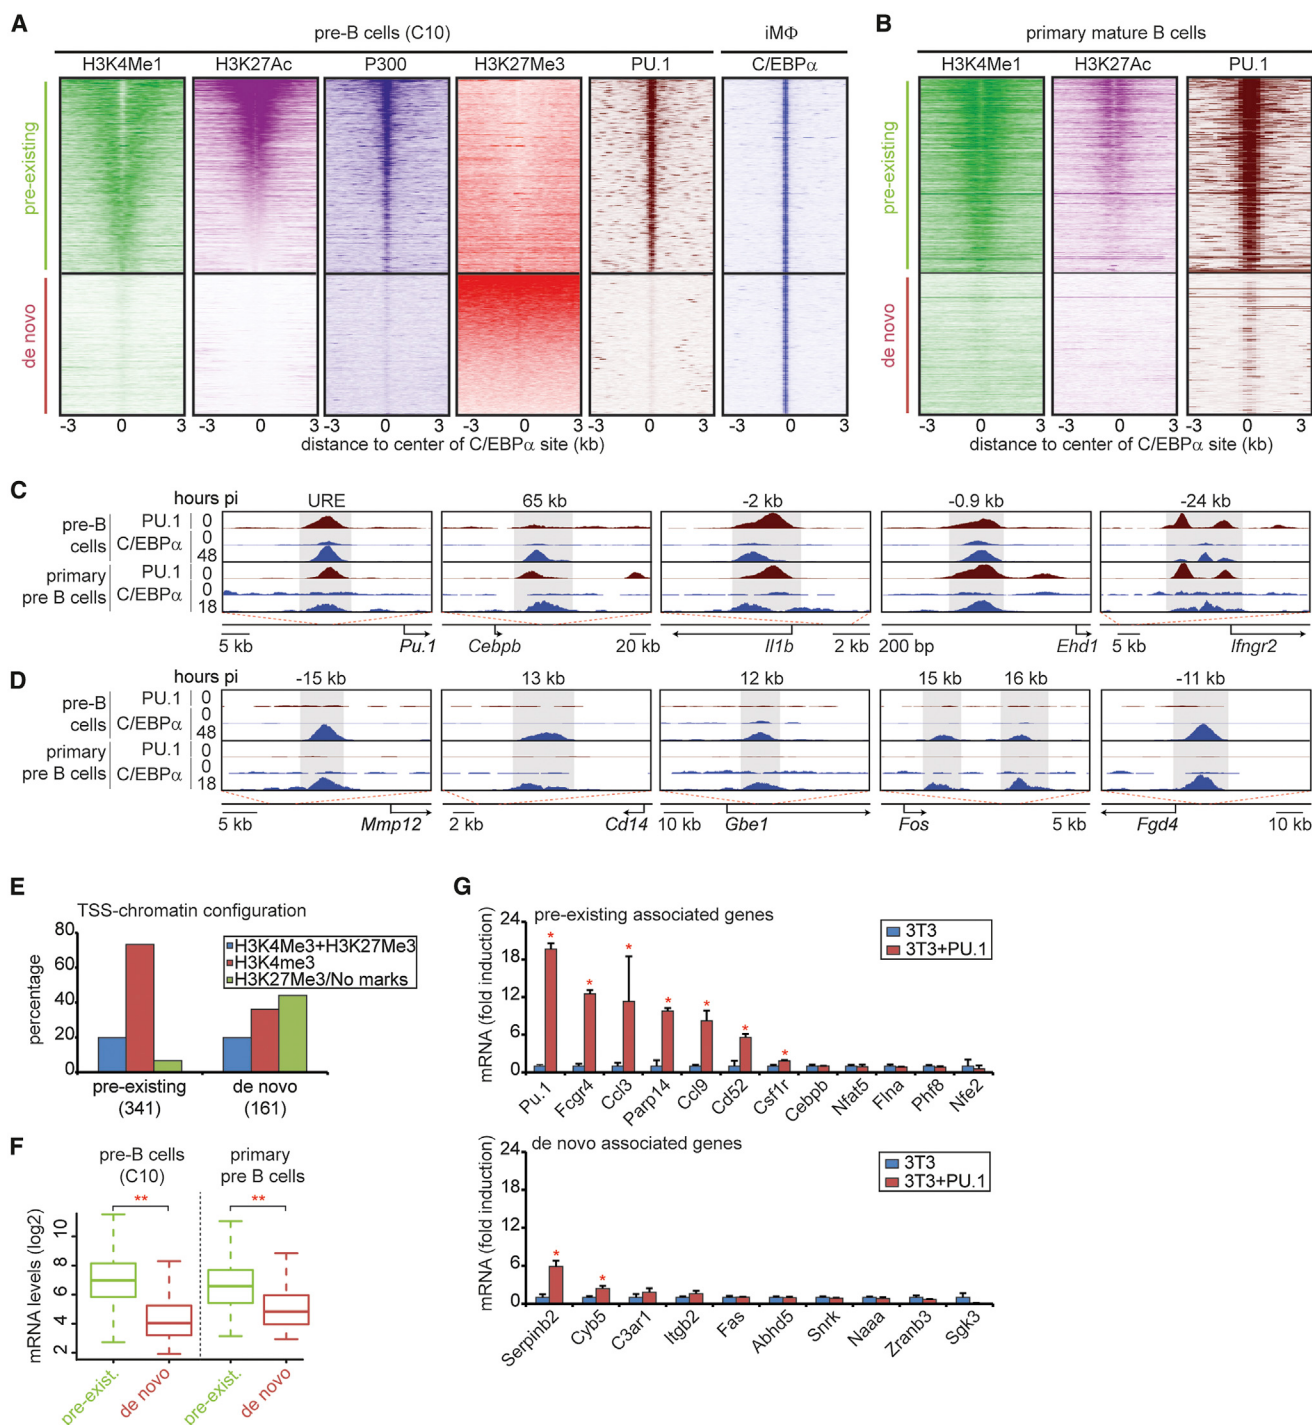

**Figure 2. Prospective Myeloid Enhancers with Either Pre-existing or De Novo Configurations in Pre-B Cells**

(A) Heatmaps visualizing H3K4Me1, H3K27Ac, P300, H3K27Me3, and PU.1 in pre-B cells and C/EBPα binding in iMΦ. Center of C/EBPα binding, 0; window, 6 kb; bin, 100. See also Figures S2B–S2D.

(B) As in (A), visualizing H3K4Me1, H3K27Ac, and PU.1 in primary mature B cells.

(C and D) Screenshots of C/EBPα and PU.1 binding in C10 cells (0 and 48 hpi) and primary pre-B cells (0 and 18 hpi) at pre-existing (C) and de novo enhancers (D).

(E) Distribution of genes nearest pre-existing or de novo enhancers marked with bivalent (H3K4Me3, H3K27Me3), active (H3K4Me3), or repressed (H3K27Me3 or no marks) promoters. See also Figure S2E.

(legend continued on next page)

Together, our findings suggest that C/EBP $\alpha$  is capable of activating two broad classes of prospective myeloid enhancers in pre-B cells as follows: (1) pre-existing enhancers with active enhancer marks that are predominantly associated with expressed genes, and (2) de novo enhancers lacking such marks that are predominantly associated with silenced genes.

#### A Subset of Pre-existing Myeloid Enhancers Is Bound by the B Cell TF Ebf1 in Pre-B Cells

Our finding that motifs associated with the B cell TF Ebf1 are enriched in myeloid enhancers (see Figure 1D) prompted us to study their relevance in transdifferentiation. Analysis of the Ebf1 motif distribution shows that it is specifically enriched in pre-existing enhancers (Figure 3A). To test actual binding of Ebf1, we performed ChIP-seq experiments in pre-B cells yielding 6,627 Ebf1 peaks that were predominantly located in intergenic regions (Figure 3B) and enriched for EBF1, ETS (PU.1), and E2A motifs (Figure 3C). In line with the motif analysis, intersection of Ebf1-bound sites with the two types of myeloid enhancers showed 725 that were associated with pre-existing enhancers, but virtually none with de novo enhancers (Figure 3D).

To determine the functional state of the Ebf1-bound enhancers targeted by C/EBP $\alpha$ , we determined the kinetics of Ebf1 and C/EBP $\alpha$  binding as well as H3K27Ac decoration after induction of transdifferentiation. The heatmaps in Figure 3E show that, while C/EBP $\alpha$  binding already was observed after 3 hpi, the loss of Ebf1 binding was not detected until 48 hpi. However, H3K27Ac enrichment at these enhancers was maintained throughout the time course (Figure 3E), suggesting that the relevant enhancers remain active even after the loss of Ebf1. Examples of enhancers bound by Ebf1, C/EBP $\alpha$ , and PU.1 are shown in Figure 3F. This includes the 88-kb putative enhancer of *Cebpb* (see Figure 1G), as well as *Nfe2* and *Cd40* enhancers. In addition to enhancers bound by Ebf1, C/EBP $\alpha$ , and PU.1, 27% lack PU.1 binding, as exemplified by the –150-kb *Tgfb2* putative enhancer (Figure 3F; additional examples are shown in Figure S3A). Ebf1 binding to these regions was confirmed using an independent Ebf1 ChIP-seq dataset (Treiber et al., 2010; Figures S3B and S3C). Importantly, genes associated with putative Ebf1-C/EBP $\alpha$ -bound enhancers were upregulated during transdifferentiation (Figure S3D).

In conclusion, a significant proportion of pre-existing myeloid enhancers targeted by C/EBP $\alpha$  in pre-B cells are

bound by the B cell TF Ebf1. This finding raises the possibility that pre-existing myeloid enhancers act as bona fide B cell enhancers and that C/EBP $\alpha$  converts them into enhancers active in myeloid cells.

#### C/EBP $\alpha$ Acts Both as a Pioneer and as a Secondary Factor at Prospective Myeloid Enhancers

To study how the two enhancer types become activated, we determined the binding kinetics of PU.1, C/EBP $\alpha$ , and C/EBP $\beta$ . As expected, at pre-existing enhancers PU.1 was bound throughout the time course, whereas it was initially absent at de novo enhancers, gradually increasing after induction (Figures 4A and S4A). In contrast, C/EBP $\alpha$  binding showed a steeper increase at pre-existing than at de novo enhancers, with both converging at 48 hpi and the rate of C/EBP $\alpha$  binding kinetics correlating with the starting levels of H3K27Ac or H3K27Me3, respectively (Figure S4B). Finally, C/EBP $\beta$  occupancy increased steadily at the two enhancer types (Figures 4A and S4A).

The binding profiles observed predict that at de novo enhancers C/EBP $\alpha$  binds before PU.1. Indeed, ChIP-seq experiments with induced C10 cells at early time points (10, 30, and 60 min post-induction) showed that C/EBP $\alpha$  binds to 74% of de novo sites *before* PU.1 (Figure 4B). An example of a putative pre-existing enhancer bound by PU.1 first is shown for the *Tyrobp* gene; examples of de novo enhancers are the 24-kb site of *Tlr4*, the 65-kb enhancer of *Cebpb*, and the –16-kb site of *Ctsd* (Figure 4C).

To further study the interplay between PU.1 and C/EBP $\alpha$ , we knocked down PU.1 in pre-B cells (Figure S4C), induced transdifferentiation for 3 and 24 hr, and analyzed C/EBP $\alpha$  binding at five pre-existing and five de novo enhancers. In control cells we observed higher binding of C/EBP $\alpha$  at 3 hpi for the pre-existing relative to the de novo enhancers. In addition, knockdown of PU.1 caused an initial decrease of C/EBP $\alpha$  binding at 3 hpi for both enhancer types on all loci tested (Figures 4D and 4E; primer sequences are in Table S4). However, at 24 hpi, C/EBP $\alpha$  binding recovered to control levels or even above in 9 of 10 enhancers tested (Figures 4D and 4E). This suggests that C/EBP $\alpha$  binding at pre-existing enhancers does not strictly require PU.1, raising the possibility that C/EBP $\alpha$  can access closed chromatin (see also Figures 2A and S4B).

To test this more directly, we performed micrococcal nuclease (Mnase) digestion experiments with chromatin isolated from pre-B cells and iM $\Phi$  cells and deep-sequenced nuclease-protected DNA. Average nucleosome profiles

(F) Distribution of mRNA levels of upregulated genes nearest to either pre-existing ( $n = 318$ ) or de novo ( $n = 103$ ) enhancers in pre-B cells (C10) and primary pre-B cells. Statistical analysis by Wilcoxon rank-sum test,  $^{**}p < 0.001$ .

(G) Expression of genes nearest pre-existing or de novo enhancers in 3T3 cells or 3T3 overexpressing PU.1 by qRT-PCR. Data are represented as mean  $\pm$  SEM (independent triplicates) and expressed as the fold induction relative to 3T3 cells. Statistical analysis by Student's  $t$  test,  $^{*}p < 0.05$ .

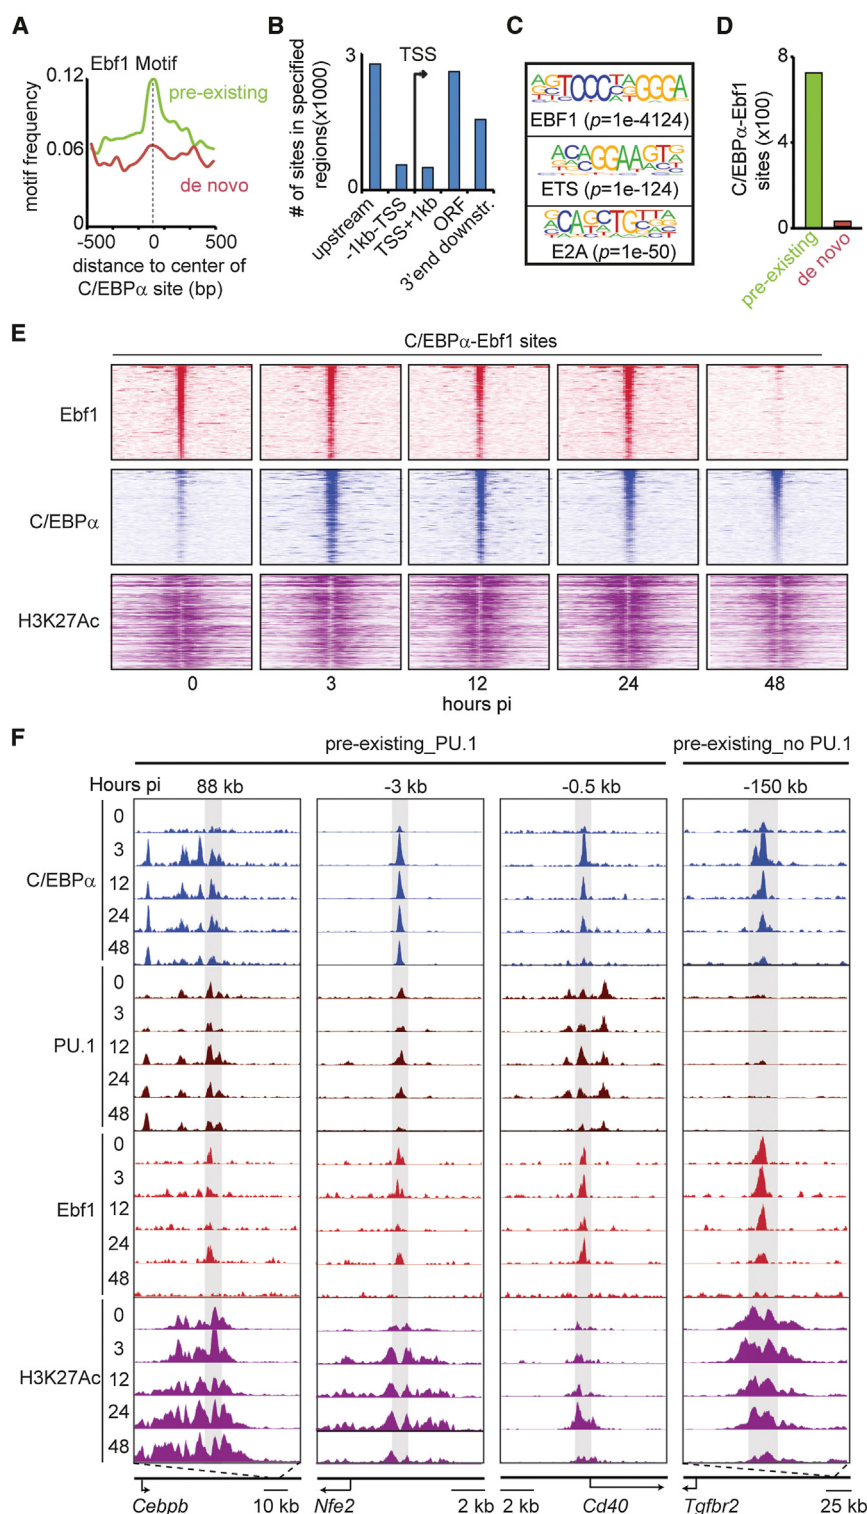

**Figure 3. Binding of the B Cell TF Ebf1 to Pre-existing Enhancers**

(A) Frequency of Ebf1 motif within pre-existing and de novo C/EBPα-binding sites by HOMER.

(B) Genomic distribution of Ebf1-binding events (n = 6,627) relative to the TSS in C10 cells. ORF, open reading frame.

(C) Significantly enriched sequence motifs at Ebf1-binding sites, as determined by HOMER.

(D) Number of C/EBPα sites bound by Ebf1 for each enhancer type.

(E) Heatmaps, centered on C/EBPα binding in iMΦ, visualizing Ebf1, C/EBPα, and H3K27Ac after the induction of trans-differentiation. Center of binding, 0; window, 6 kb; bin, 100.

(F) Screenshots of C/EBPα, PU.1, Ebf1, and H3K27Ac ChIP-seq profiles at selected enhancer regions in C10 cells. See also Figures S3A–S3D.

calibrated with sites uniquely bound by PU.1 revealed a nucleosome-depleted region (valley) flanked by two positioned nucleosomes (Figure S4D) that confirmed an earlier report (Heinz et al., 2010). Pre-existing enhancers bound by

PU.1 in pre-B cells showed a small valley that became more pronounced in iMΦ (Figure 4F). In contrast, de novo enhancers targeted by C/EBPα in pre-B cells were contained in a nucleosome-dense region that changed into a profile

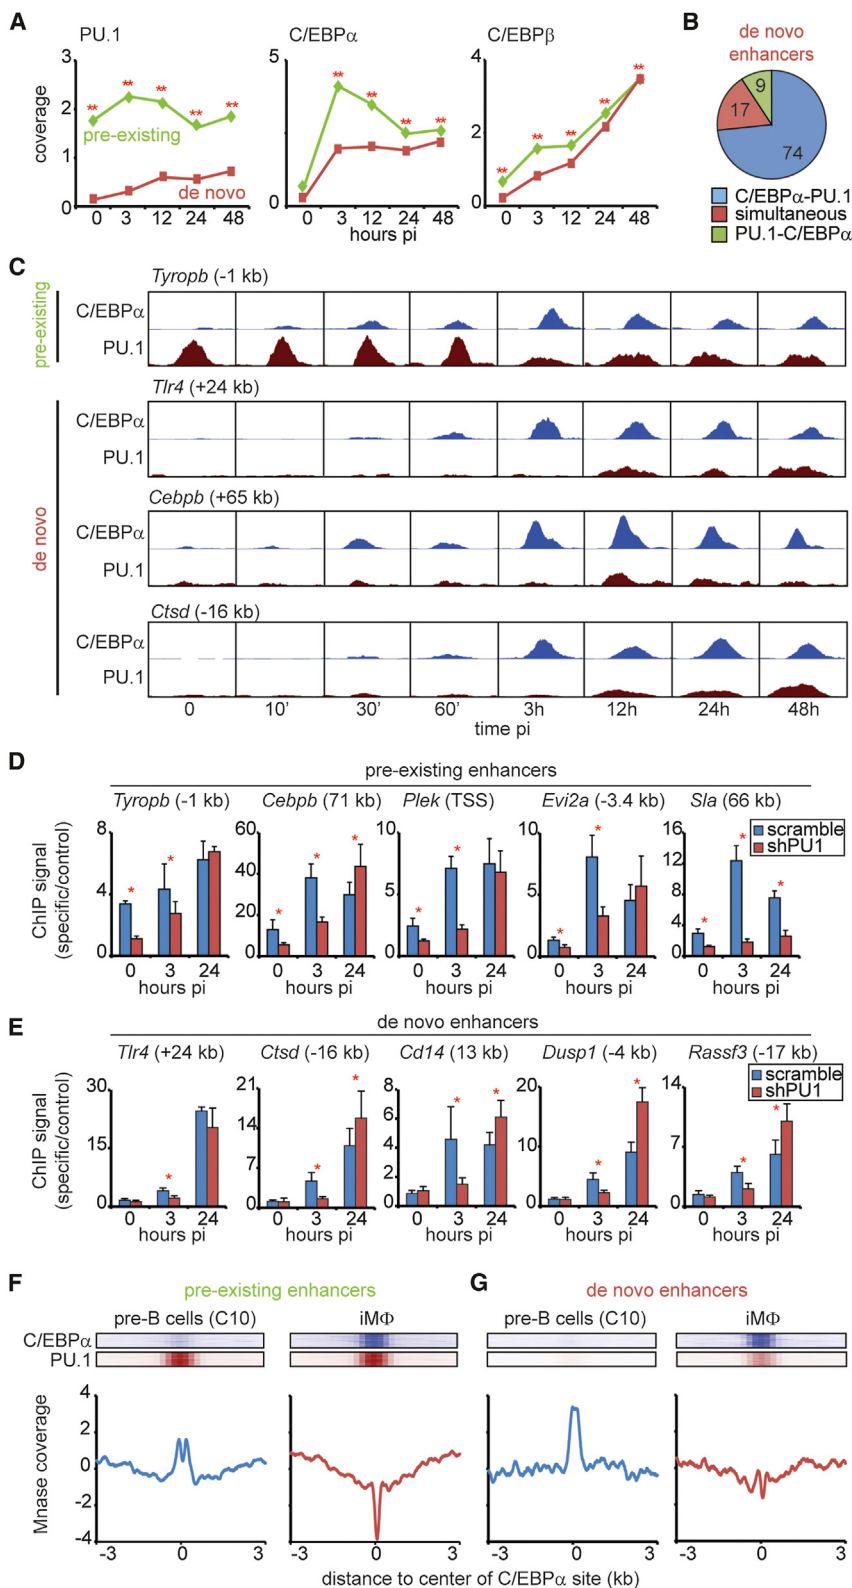

**Figure 4. C/EBP $\alpha$  Binds to Open and Closed Chromatin**

(A) Kinetics of PU.1, C/EBP $\alpha$ , and C/EBP $\beta$  binding at center position of pre-existing ( $n = 4,711$ ) and de novo ( $n = 3,424$ ) enhancers at indicated hpi. Statistical analysis by Wilcoxon rank-sum test,  $**p < 0.001$ . See also [Figures S4A](#) and [S4B](#).

(B) C/EBP $\alpha$  and PU.1 binding order on de novo sites (C/EBP $\alpha$  first [C/EBP $\alpha$ -PU.1], simultaneously, or PU.1 first [PU.1-C/EBP $\alpha$ ]).

(C) Screenshots of C/EBP $\alpha$  and PU.1 binding at selected pre-existing or de novo enhancers (10, 30, and 60 min).

(D and E) C/EBP $\alpha$  binding at pre-existing (D) or de novo (E) enhancers in induced C10 cells knocked down for PU.1. See also [Figure S4C](#). Data are represented as mean  $\pm$  SEM (independent triplicates). Statistical analysis by Student's  $t$  test,  $*p < 0.05$ . Primer sequences are given in [Table S4](#).

(F and G) Average Mnase profiles at pre-existing (F) and de novo (G) enhancers bound by C/EBP $\alpha$  and PU.1 (shown in blue and brown). Profiles were centered on PU.1 binding in iM $\Phi$  and normalized by median subtraction. Window, 6 kb; bin, 1 bp. See also [Figures S4D](#) and [S4E](#).

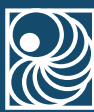

similar to that observed for pre-existing enhancers, although less pronounced, in iMΦ (Figure 4G). No ordered nucleosome patterns were obtained with profiles centered on random genomic positions (Figure S4E).

Our data show that C/EBPα binds to a nucleosome-depleted region in pre-existing enhancers and to a nucleosome-dense region in de novo enhancers. These findings support the notion that C/EBPα can act as a pioneer factor.

### The C/EBPα and PU.1 Binding Order Determines the Activation Kinetics of Adjacent Genes

To determine whether the epigenetic status of the two enhancer types in pre-B cells influences their subsequent activation kinetics, we analyzed enrichment levels of H3K4Me1, H3K27Ac, P300, and H3K27Me3 during transdifferentiation. As judged by P300 and H3K27Ac, pre-existing enhancers became hyper-activated, albeit mostly in a transient manner. In contrast, de novo enhancers became gradually activated, starting from background levels (Figures 5A, 5B, and S5A). Both enhancer types followed a similar sequence of enhancer mark acquisition, consisting in P300 binding followed by H3K4Me1 and H3K27Ac decoration (Figure 5B). In contrast, the repressive H3K27Me3 decreased, predominantly on de novo enhancers (Figures 5C and S5B). These findings are illustrated for the pre-existing 3-kb FIRE enhancer of the *Csflr* gene and the de novo –16-kb enhancer of *Ctsd* (Figure 5D). Additional examples are shown in Figure S5C.

How the deposited data were processed for this re-analysis (not part of the article)

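The samples were C10 cells, a pre-B cell line with an inducible C/EBPα-estrogen receptor fusion, before and after induction of transdifferentiation. ChIP-seq libraries of C/EBPα (8), C/EBPβ (5) and PU.1 (5) were analysed, with 1 library per factor and time point. The paper's methods and the sample labels give different concentrations of β-Est (100 µM and 100 nM), and libraries were identified by factor and time point only. PU.1 libraries of 10, 30 and 60 min, the ChIP-seq libraries of histone marks, P300 and Ebf1, MNase digests, primary cells and gene expression were not analysed here.

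The authors base-called the reads with the Illumina pipeline, aligned them to mouse mm9 with ELAND or Bowtie without mismatches, and removed reads that did not align uniquely and identical reads. They deposited 1 line per aligned read with its chromosome, start, end and strand, so that the count of lines over a region is a raw read count, with no control library and no normalization. The paper does not name the aligner per library or its version. Reads that shared position and strand with another made up 2.51% of the C/EBPα library at 3 hpi, at most 0.188% of the other C/EBPα libraries, and none of the C/EBPβ and PU.1 libraries. One line of the PU.1 library at 0 hpi had no position and was left out. Reads on unplaced contigs, which occurred in the PU.1 libraries alone (8859 to 14580 reads), were left out as well. Between 75.4% and 100% of the total tags of the paper's Table S1 remained per library.

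Positions were compared with the mm9 sequence (NCBIM37), and no read lay beyond the end of a chromosome. Genes and TSSs were those of protein-coding genes in GENCODE vM1 for the same build, because the RefSeq annotation used by the paper was not at hand for that build. Coordinates count from 1.

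HOMER was not available, and its rules for calling regions were rebuilt. Each read was moved to the centre of its fragment, with the fragment length of the library taken from the distance between the strands (93 to 253 bp). Reads were counted in a window whose size was recovered for each library from the tag total, tag threshold and Poisson threshold of Table S1 (56 to 242 bp), with a genome of 2000000000 bp. A region needed as many reads as the tag threshold of Table S1 (6 to 12), 4 times the read density of the surrounding 10 kb, and a local Poisson p of at most 0.0001, and maxima had to lie 2 windows apart. The procedure was tested on simulated data with the depth of the C/EBPα library at 48 hpi, a uniform background and 2000 added sites. It recovered 8.98% of the sites with 4 added reads on average, 59.9% with 8, 92.5% with 12, 98.8% with 16, and 100% with 24 and 40, with 4 false regions in the genome. Sites with fewer than about 8 reads over background were thus mostly missed at this depth. The background of the libraries is not uniform, so the number of false regions does not carry over to them.

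Non-redundant regions were obtained by merging C/EBPα regions that overlapped by 1 bp, and regions called at 48 hpi were stable. Co-occupancy meant a region of another factor within 1000 bp. Signal was the coverage of reads extended to 150 bp at the centre, per 10000000 reads. Stable regions were grouped by PU.1 within 1000 bp at 0 hpi, because the histone marks behind the paper's enhancer classes were not analysed here and the copy of Table S2 at hand lists only 1750 sites of 1 class. Differences between the groups were set beside 10000 random splits matched on C/EBPα reads at 48 hpi in 20 classes, with a fixed seed. The Wilcoxon test across sites that the paper uses was not applied, since sites of 1 library are not replicates, and no p-value between libraries is given. Consensus sequences were compared with positions drawn from 400000 random ones in classes of GC content 2% wide.

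The loci examined were all those for which Table S3 gives mm9 coordinates (Figures 1G, 2C, 2D, 3F, 4C, 4D, 4E, 5D, S1I, S3A and S5C). *Plek*, *Evi2b*, *Sla*, *Dusp1* and *Rassf3*, which the paper tested by ChIP in Figures 4D and 4E, enter only the tallies and medians over loci. In windows of 10 kb the region called at 48 hpi nearest the middle was taken, and in other windows the one with the most C/EBPα reads. Where a window shows several sites, each was taken through a narrower window of another figure or by its distance from such a site. In Table S3 the entry of Figure 4E for *Cd14* repeats the coordinates of *Tlr4*, so *Cd14* was taken from Figure 2D. This gave 31 loci.

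The alternatives chosen before the data were examined were a tag threshold 1.5 times higher, libraries of a factor thinned to its smallest, 1 window of 200 bp with a Poisson p of 1e-07, all reads as deposited, 2-fold in place of 4-fold over the surroundings, centres merged within 200 bp, stable regions called at 3, 12, 24 and 48 hpi, distances of 0 and 200 bp for co-occupancy, reads within 200 bp, scaling to reads more than 1000 bp from any called region, the highest against the lowest tertile of PU.1 reads at 0 hpi, the first time point above 50% of the reads at 48 hpi, C/EBPα at the 5 time points of PU.1 only, the window of the primary MΦ library, and reads within 500 bp at the loci. The motif search, the coverage over the flanks, the counts of nearest genes under the alternatives for calling, means in place of medians, regions more than 1000 bp from a TSS, the 2000 regions with the most reads, regions without C/EBPα at 0 hpi, and a further *Cebpb* region were added after the data had been seen.

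The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.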

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

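Both results were noted because they concern regions that the paper does not discuss. The test of the depth of the PU.1 libraries was chosen after the result was seen.

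Of the 14783 C/EBPβ regions at 48 hpi, 2590 (17.5%, 95% interval 16.9% to 18.1%) had no C/EBPα region within 1000 bp at any time point. They were weaker than the others, with a median of 8 C/EBPβ reads against 13. Mean C/EBPα coverage at their centres at 48 hpi exceeded that 5 kb away by a factor of 3.57, compared with 14.6 at the other C/EBPβ regions. The C/EBP consensus was present in 39.9% of the 2590 regions. A likely explanation for at least part of them is therefore C/EBPα below the calling threshold, and the number reflects where the threshold lies. Cross-reaction of the C/EBPα antibody with C/EBPβ would also give C/EBPα coverage at these regions and was not tested. Binding of C/EBPβ without C/EBPα at some of the regions stays open, since it was not tested.

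A total of 15954 PU.1 regions were called at 12 hpi and at no other time point, and PU.1 regions were most numerous at 12 hpi. Depth is not the whole cause. The library of 24 hpi held more reads than that of 12 hpi (11349746 against 10713424) and gave fewer regions, and with the same number of reads 1.38 times as many were called at 12 as at 24 hpi. Against the shallower libraries, 52095 regions were then called at 12 hpi, compared with 31272 at 0 hpi and 39976 at 3 hpi. If the immunoprecipitation at 12 hpi had a higher yield at every site, the ratio of PU.1 reads at 12 over 24 hpi would be the same with and without C/EBPα. The median ratio was 1.39 at PU.1 regions with a C/EBPα region at 12 hpi and 1.40 at those without, a quotient of 0.993. A higher yield would give this quotient at the regions tested. Whether it accounts for the regions called at 12 hpi alone was not tested. The PU.1 consensus was present in 19.2% of the 15954 regions and in 1.06% of positions of the same GC content. A rise of PU.1 binding across the genome at 12 hpi would give the same quotient and stays open, as there is no replicate library.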

How the results depend on the processing

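The alternatives with means in place of medians, with regions more than 1000 bp from a TSS, with the 2000 regions with the most reads, without C/EBPα at 0 hpi, and for the number of nearest genes were chosen after the result was seen. Counts of regions were taken as unchanged within a factor of 1.5, and other values within their 95% counting interval. Of 253 comparisons, 149 kept their value in this sense, 101 moved, and 3 changed sign. With all reads as deposited, all 44 values kept theirs. Except where a value below or its construction shows it, the cause was not tested. No paired analysis was possible because there was 1 library per factor and time point.

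With a tag threshold 1.5 times higher, which by construction calls fewer regions, the C/EBPα libraries gave 814 regions at 0 hpi, 5807 at 10 min, 18734 at 60 min, 14977 at 3 hpi, 7144 at 12 hpi, 5503 at 24 hpi and 4789 at 48 hpi. C/EBPβ gave 229, 3228, 931, 3373 and 8441 in the order of the time points, and PU.1 gave 20510 at 0 hpi and 25072 at 3 hpi. There were 25949 non-redundant and 4789 stable regions, near 3128 genes. C/EBPβ was present at 82.1% of the stable regions, PU.1 at 67.2%, PU.1 at 0 hpi at 34.5%, and PU.1 at 0 hpi at 47.5% of those with both factors. The median C/EBPα coverage with PU.1 at 0 hpi exceeded that without by 18.9 at 60 min, 12.6 at 3 hpi and 1.26 at 48 hpi. The log2 ratio of 60 min to 48 hpi changed sign to 0.31 with PU.1 and was -0.86 without. C/EBPα was called first at 72.4% of the regions and PU.1 at 14.5%.

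Thinning to the smallest library of a factor, which removes reads, gave 1059 C/EBPα regions at 0 hpi, 3887 at 10 min and 15924 at 60 min, and 279 C/EBPβ regions at 0 hpi, 3365 at 3 hpi and 9728 at 48 hpi. The smallest libraries themselves have no value under this alternative. Co-occupancy by C/EBPβ was 67.9%, by PU.1 64.0%, by both 46.2%, by PU.1 at 0 hpi 41.2%, and the latter among regions with both 56.5%. The median differences were 10.8 at 60 min, 8.09 at 3 hpi and 1.26 at 48 hpi. C/EBPα was first at 60.96%, both at the same time point at 17.6% and PU.1 first at 21.4%. Depth therefore limits the number of regions called and, with it, the shares of co-occupied regions.

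With 1 window of 200 bp, 1094 C/EBPβ regions were called at 0 hpi, C/EBPβ was present at 78.0% and PU.1 at 68.6% of stable regions, and PU.1 at 0 hpi at 56.4% of those with both factors. With 2-fold over the surroundings, PU.1 was present at 72.04% and both factors at 56.8%. When stable regions had to be called at 3, 12, 24 and 48 hpi, 4679 were left. The thinned iMΦ library gave 10538 regions with the window and threshold of the primary MΦ library.

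A smaller distance lowered co-occupancy by construction. With overlap the shares for C/EBPβ, PU.1, both, PU.1 at 0 hpi, and PU.1 at 0 hpi among those with both were 70.4%, 54.3%, 40.6%, 29.4% and 46.9%, and within 200 bp they were 73.2%, 60.8%, 46.6%, 34.5% and 49.8%.

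For the log2 ratios of signal, scaling to background reads gave 0.17 and 2.06 for PU.1 at 48 over 0 hpi with and without PU.1 at 0 hpi, 2.24 for C/EBPα at 48 over 0 hpi, and 3.06 and 1.42 for C/EBPβ at 48 over 0 and over 12 hpi. Reads within 200 bp gave 1.86 for PU.1 without PU.1 at 0 hpi, 1.92 for C/EBPα, and 2.62, 1.24 and 0.19 for C/EBPβ at 48 over 0, 48 over 12 and 12 over 3 hpi. At stable regions also called at 3, 12 and 24 hpi, these C/EBPβ ratios were 3.03, 1.22 and 0.20. All of these ratios stayed positive. Differences between regions within 1 library do not change their order with the scaling.

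Between the highest and the lowest tertile of PU.1 reads at 0 hpi, the median difference in C/EBPα coverage was 10.8 at 60 min and 2.51 at 48 hpi. With means, the difference at 48 hpi was 2.36, and the log2 ratio of 60 min to 48 hpi was 0.12 with PU.1, a change of sign, and -0.43 without. At regions more than 1000 bp from a TSS, the differences were 12.3, 8.09 and 1.26 at 60 min, 3 and 48 hpi, and the ratios were 0.14 with PU.1, again a change of sign, and -1.19 without. The ratio with PU.1 lay close to 0 under the main choices as well (-0.090). C/EBPα was first at 70.8% and PU.1 at 17.3% of the regions more than 1000 bp from a TSS.

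The order depended on the time points. With C/EBPα at the 5 time points of PU.1 only, C/EBPα was first at 41.1%, both at the same time point at 36.5% and PU.1 first at 22.4%. With the first time point above 50% of the reads at 48 hpi, the shares were 47.6%, 26.5% and 25.9%. Regions with C/EBPα at 0 hpi count as C/EBPα first by construction, because PU.1 at 0 hpi was excluded. Without them the shares were 65.2%, 13.4% and 21.4% at all time points, and 35.3%, 40.1% and 24.6% at the 5 time points of PU.1. In the latter alternative the same time point was the most frequent of the 3 outcomes, and in the others C/EBPα first was.

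Among the 2000 regions with the most reads, 51.5% had the C/EBP consensus, 10.1% that of PU.1, 11.4% that of AP-1 and 9.95% that of RUNX. At the 31 loci, all reads as deposited left all 186 values within their counting interval. Scaling to background reads and counting within 500 bp change the unit of every value, so only directions were compared. Between 0 and 48 hpi they changed at the *Pu.1* URE for PU.1 under both of these alternatives and for C/EBPβ with reads within 500 bp, and at *Cd40* for PU.1 with reads within 500 bp.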

Differences from the paper's values

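The further *Cebpb* region and the regions more than 1000 bp from a TSS and without C/EBPα at 0 hpi were chosen after the result was seen.

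At 12 hpi 2201 C/EBPβ regions were called, and the paper's number in Table S1 is 3675. Of the alternatives set before the data were examined, 1 window of 200 bp, with 3297 regions, came within a factor of 1.5 of the paper's value. A tag threshold 1.5 times higher (931), all reads as deposited (2201) and 2-fold over the surroundings (2207) did not, and thinning leaves this smallest library as it is.

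At 24 hpi 6306 C/EBPβ regions were called, and the paper's number is 9516. Here too 1 window of 200 bp came within that factor, with 6803 regions. The higher tag threshold (3373), thinning (5780), all reads (6306) and 2-fold over the surroundings (6309) did not.

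PU.1 was called before C/EBPα at 19.5% of the stable regions that lacked PU.1 at 0 hpi and gained it, compared with the paper's value of about 9% in Fig. 4B for de novo sites, a different set of sites. None of the alternatives set before the data were examined came within a factor of 1.5: the shares were 14.5% with the higher tag threshold, 21.4% with thinning, 19.4% with 1 window, 19.5% with all reads, 19.5% with 2-fold over the surroundings, 25.9% with the first time point above 50% of the reads at 48 hpi, and 22.4% with C/EBPα at the 5 time points of PU.1 only. At regions more than 1000 bp from a TSS it was 17.3%, and without regions with C/EBPα at 0 hpi it was 21.4% at all time points and 24.6% at the 5 time points.

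Fewer regions than in Table S1 were called in all 18 libraries, with a ratio to the paper's number of 0.599 to 0.992 and a median of 0.857.

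Figure 1D of the paper lists EBF1 among the motifs enriched at C/EBPα sites, as the last of 6. The EBF1 consensus was present in 3.54% of the stable regions and in 3.06% of positions of the same GC content, with overlapping intervals. The measures are unlike, since the paper used motif discovery by HOMER on its own sites. Here only exact matches to 1 consensus were counted.

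The paper gives the *Tgfbr2* site as an example without PU.1. A PU.1 region was called within 1000 bp of it at 0 and 12 hpi, with 14.2 and 19.6 PU.1 reads per 10000000 within 200 bp, and at no other time point.

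For the *Cebpb* site of Figure 3F, the region with the most reads in the window lay 84.2 kb from the TSS. A further region in the window, chosen after its values were seen, lay at 88.7 kb, nearer the distance in the paper's label.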

Other observations

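The tests of open chromatin for C/EBPα at 0 hpi, of read length for chromosome 12, of depth and window for C/EBPβ at 12 hpi, of the sequencer for the EBF1 consensus and for chromosome 5, and of GC content for the EBF1 and AP-1 consensus were chosen after the result was seen.

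C/EBPα coverage at 0 hpi exceeded the flanks at stable regions. Open chromatin bound by PU.1 is not the whole cause, since at stable regions without PU.1 at 0 hpi C/EBPα coverage was 4.62 times that of the flanks and PU.1 coverage 2.14 times, compared with 6.31 and 23.4 times at those with PU.1. Open chromatin without PU.1 was not tested and stays open. Of the regions called at 0 hpi, 40.8% contained the C/EBP consensus, against 4.48% of positions of the same GC content, as binding at the motif before induction would give. Leakiness of the transgene, which the paper proposes, may account for this. Cross-reaction of the antibody with C/EBPβ was not tested and stays open.

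At 60 min 23815 of the 29144 C/EBPα regions (81.7%) had no C/EBPα region at 48 hpi. With both libraries at the same number of reads, window and threshold, 12288 of 16569 regions (74.2%) had none, so that depth and calling settings account for part of the number and of the share. Nor are they background alone, because 29.2% contained the C/EBP consensus, against 6.12% of positions of the same GC content. At 3 hpi, in a library from the GA IIx, 24467 regions were called, so that the sequencer is not the whole cause of the larger number before 48 hpi. A transient binding of C/EBPα may be behind them, as the paper states, but the libraries of 10, 30 and 60 min came from the HiSeq2000, and for the regions called at these time points alone the effects of time and of the sequencer cannot be told apart.

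C/EBPβ regions were fewer at 12 hpi than at 3 and 24 hpi. With the libraries thinned to the same number of reads and called with 1 window of 200 bp, 3633 regions were called at 3 hpi, 3297 at 12 hpi and 6240 at 24 hpi. The quotient of 12 over 3 hpi was 0.908, so depth and window took away most of the gap to 3 hpi and part of the gap to 24 hpi. The lower value at 12 than at 24 hpi stays open between a lower yield of the library and a change in the cells, and neither was tested.

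The number of C/EBPβ regions at 12 hpi also lay below the paper's by a factor of 1.67, and the file held 78.3% of the tags of Table S1. When the same share of reads was taken away again, the number fell to 1500, by a factor of 1.47. Fewer reads and the other differences from the paper's procedure therefore cannot be told apart, because the missing reads are not known.

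The EBF1 consensus occurred in 7.89% of C/EBPα regions at 60 min and in 3.54% at 48 hpi. Among the 2000 regions with the most reads, the share was 9.25% at 60 min and 3.6% at 48 hpi, so weak regions in the early libraries are not the cause. At 3 hpi, in a library from the GA IIx, it was 8.75%, against an effect of the sequencer. Relative to positions of the same GC content, the consensus at 60 min was 3.86 times as frequent. A hypothesis is that C/EBPα binds early at sites with EBF1 motifs and leaves some of them by 48 hpi. In stable regions, the consensus was present in 4.45% of those with PU.1 at 0 hpi and in 2.87% of the others.

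The AP-1 consensus rose from 4.72% of C/EBPα regions at 60 min to 6.30% at 12 hpi, 8.09% at 24 hpi and 10.5% at 48 hpi. Fewer and stronger regions at 48 hpi are not the cause, since among the 2000 regions with the most reads the share was 4.7% at 60 min and 11.4% at 48 hpi. GC content is not either, as the share at 48 hpi was 4.39 times that of positions of the same GC content. A hypothesis is that late C/EBPα regions are more often shared with AP-1 factors, which were not measured in these libraries.

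Chromosome 12 held 4.37% to 4.39% of the reads of the C/EBPα libraries at 10, 30 and 60 min, and 3.67% at 48 hpi. The time point is not the cause, since at 0 hpi the C/EBPα library held 3.74% and the PU.1 library 4.29%. After a fit to GC content in bins of 1 Mb, the median log2 ratio of the early libraries to C/EBPα at 48 hpi on this chromosome was still 0.21, so GC content as fitted does not remove the shift. Read length does not give it either, since the PU.1 libraries, with reads of 36 bases, held at least 4.23%. For a change in copy number, the shift would have to run evenly along the chromosome. In the PU.1 libraries the longest run of bins with at least 90% above 0 was all 113 bins before the fit to GC content and 95 after it, and in the early C/EBPα libraries it was 75 and 84. The shift was 0.18 in the bins of lowest and 0.42 in those of highest GC content in the early C/EBPα libraries, and 0.16 and 0.45 in the PU.1 libraries. Copy number and other differences between the libraries cannot be told apart, because the shift is uneven.

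Chromosome 5 held 7.19% to 7.42% of the reads of the same 3 C/EBPα libraries, and 6.38% at 48 hpi. The C/EBPα libraries at 0 and 3 hpi held 6.42% and 6.51%. The fit to GC content left a median log2 ratio of 0.24. Between the bins of lowest and highest GC content the shift was 0.26 in both, a difference of 0.0013, as a gain of the chromosome in part of the cells would give, and a culture that differs from that of the other libraries is a possible explanation. The PU.1 libraries, with a median log2 ratio of -0.0175, did not show the shift, but as they came from the GA IIx this leaves the sequencer and the culture of the early libraries as explanations that cannot be told apart.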
